# Reduced somatosensory innervation alters the skeletal transcriptome at a single cell level in a mouse model of type 2 diabetes

**DOI:** 10.1038/s41413-025-00436-x

**Published:** 2025-07-04

**Authors:** Masnsen Cherief, Mario Gomez-Salazar, Minjung Kang, Seungyong Lee, Sowmya Ramesh, Qizhi Qin, Mingxin Xu, Soohyun Kim, Mary Archer, Manyu Zhu, Ahmet Hoke, Aaron W. James

**Keywords:** Bone, Type 2 diabetes

## Abstract

Peripheral neuropathy is a common complication in diabetes, affecting around 50% of the diabetic population. Co-occurrence of diabetic peripheral neuropathy (DPN) and diabetic bone disease has led to the hypothesis that DPN influences bone metabolism, although little experimental evidence has yet supported this premise. To investigate, mice were fed a high-fat diet (HFD) followed by phenotyping of skeletal-innervating neurons and bone architectural parameters. Results showed that HFD feeding resulted in a marked decrease in skeletal innervation (69%–41% reduction in Beta-III-Tubulin-stained nerves, 38% reduction in CGRP-stained nerves in long bone periosteum). These changes in skeletal innervation were associated with significant alterations in bone mass and in cortical and trabecular bone microarchitecture of long bones. Single-cell RNA sequencing (scRNA-Seq) of sensory neurons and bone tissue was next utilized to reconstruct potential nerve-to-bone signaling interactions, including implication of sensory nerve-derived neurotrophins (*Bdnf)*, neuropeptides (*Gal, Calca* and *Calcb*), and other morphogens (*Vegfa, Pdgfa*, and *Angpt2)*. Moreover, scRNA-Seq identified marked shifts in periosteal cell transcriptional changes within HFD-fed conditions, including a reduction in cell proliferation, an increase in adipogenic differentiation markers, and reductions in WNT, TGFβ, and MAPK signaling activity. When isolated, periosteal cells from HFD-fed mice showed deficits in proliferative and osteogenic differentiation potential. Moreover, these cellular changes in proliferation and differentiation capacity were restored by treatment of HFD-exposed periosteal cells to sensory neuron-conditioned medium. In summary, HFD modeling of type 2 diabetes results in skeletal polyneuropathy. Moreover, the combination of multi-tissue scRNA-Seq and isolated in vitro studies strengthen the case for altered nerve-to-bone signaling in diabetic bone disease.

## Intrduction

Diabetes is well established to cause end organ damage to both skeletal and neuronal systems.^1–4^ Up to 50% of patients with diabetes develop polyneuropathy, characterized by a length-dependent neuropathy with axonal degeneration, loss of distal fibers, and segmental demyelination.^5^ Symptoms typically include pain, paresthesias, and loss of sensation.^6,7^ Diabetes also causes prominent changes in the bone microenvironment, affecting osteoclast activity, bone resorption, and the function of skeletal progenitor cells.^8,9^ Research indicates that patients with diabetes have an elevated risk of hip, humerus, and foot fractures, particularly when accompanied by peripheral neuropathy.^10–12^ For example, in multivariate models, fracture risk in patients with diabetes was strongly associated with the presence of peripheral neuropathy.^11,12^ Likewise, an analysis of 2.8 million Veterans showed that older male Veterans with diabetes have a significantly increased risk of fracture, which was highly correlated to the presence of peripheral neuropathy.^13^ On one hand, co-occurrence of end organ damage in neural and skeletal systems may reflect the severity of diabetes. On the other hand, these aggregate clinical data suggest the possibility that diabetic neuropathy may represent a direct contributing factor in diabetic bone disease.

The crosstalk between peripheral afferent nerve fibers and bone has become a focus of recent research efforts. Studies have revealed that bone is richly innervated, particularly in the periosteum, which harbors a complex neural network with a high density of nerve fibers.^14–19^ Recent studies aimed at understanding the interaction between peripheral nerves and bone revealed a sophisticated interplay where peripheral nerves release various signaling molecules such as neurotransmitters, neuropeptides, and neurotrophins within the bone microenvironment.^18^ Moreover, sensory nerves that innervate the skeleton were shown to have a crucial role in the healing process of bone injuries in adult mice.^20^ However, there remains limited understanding regarding diabetic peripheral neuropathy associated with bone health and its connection to the cellular and signaling mechanisms involved in diabetic bone disease.

This study aimed to explore the relationship between diabetic neuropathy and diabetic bone disease using a mouse model fed a high-fat diet (HFD). Following the confirmation of fasting hyperglycemia and insulin resistance, further analysis evaluated skeletal innervation, bone microarchitecture and transcriptional changes by single-cell RNA sequencing (scRNA-Seq). These findings lend further credence to the notion that impaired nerve-to-skeletal cell paracrine signaling contributes to the pathophysiology of diabetic bone disease.

## Results

### HFD-feeding results in diabetic peripheral neuropathy

C57BL/6J mice were fed a high-fat diet (HFD) over a 12 weeks period (from 4 to 16 weeks old). DXA analysis of body composition demonstrated increased body weight, fat body mass and percentage of fat mass over animals fed a normal diet (ND (Fig. 1a–d, 1.5-, 4- and 2.2-fold increase, respectively).^21,22^ Next, serologic studies were performed to confirm the induction of glucose metabolic dysfunction (Fig. 1e–g).^22^ Fasting blood glucose was significantly elevated in HFD-fed animals (Fig. 1e), and the HFD-fed cohort demonstrated glucose intolerance (Fig. 1f) and insulin resistance (Fig. 1g). The presence of a small peripheral neuropathy was first assessed by quantitative analysis of intraepidermal nerve fiber (IENF) density and behavioral paw withdrawal testing^23^ (Fig. 1h–j). Quantification of the immunostaining for the pan-neural marker protein gene product 9.5 (PGP 9.5) revealed a 32% reduction in IENF density in the HFD-fed cohort (Fig. 1i), concomitant with a significantly delayed paw withdrawal time during a hotplate test^24^ (Fig. 1j). These results confirmed the development of a type 2 diabetic polyneuropathy in HFD-fed mice.^25^

**Fig. 1:**
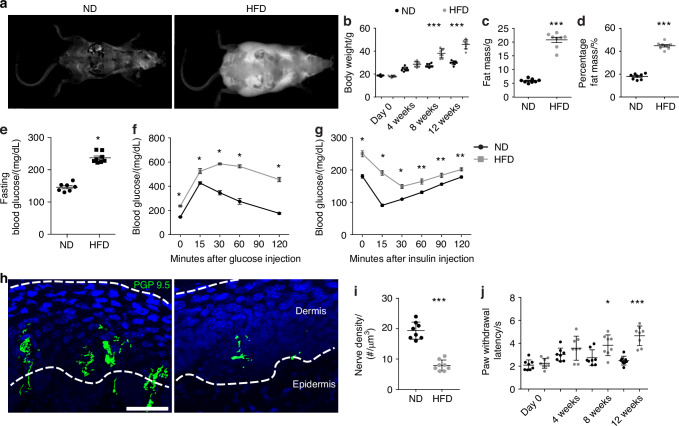
High-fat diet (HFD) feeding induces obesity, glucose intolerance, insulin resistance, and peripheral neuropathy. Normal diet (ND) or HFD feeding in C57BL/6J mice was instituted on week 4 of life, with analysis up to week 16 of life. **a** Representative Dual-energy X-ray absorptiometry (DXA) images of body fat. **b** Body weight after 0, 4, 8 and 12 weeks dietary treatment. *n* = 8 mice per group. **c** Fat mass and **d** Percentage of fat mass after 12 weeks dietary treatment. *n* = 8. **e** Fasting blood glucose after 12 weeks feeding. *n* = 8. **f** Blood glucose concentrations 0–120 min after glucose injection (1 g/kg body weight ip) in fasted mice following 12 weeks dietary treatment. *n* = 8. **g** Blood glucose concentrations 0–120 min after insulin administration (0.5 unit/kg ip) in fasted mice following 12 weeks dietary treatment. *n* = 8. **h**, **i** Images and quantification of Protein Gene Product 9.5 (PGP 9.5) immunofluorescent staining (green) in sagittal sections of mice hind paw skin after 12 weeks dietary treatment. *n* = 5. Scale bar: 100 µm. **j** Paw thermal withdrawal latency measurements at 0, 4, 8 and 12 weeks of dietary treatment. *n* = 8. Graphs represent average values ± 1 SD, *P < 0.05, **P < 0.01, and ***P < 0.001. Comparisons between groups were analyzed by unpaired Student’s *t* test. In subfigures (**b** and **j**), comparisons between groups were analyzed versus D7

### Diabetic peripheral neuropathy affects long bone periosteum

Diabetic polyneuropathy is well-known to affect cutaneous innervation,^26^ but to our knowledge there are no reports on skeletal innervation in the context of type 2 diabetes. As the most innervated skeletal location,^27^ the long bone periosteum was evaluated. Nerve density within the periosteum was quantified within three representative bones, including the femur, tibia and the 1^st^ metatarsus. Immunostaining for the pan-neuronal marker β III-tubulin (TUBB3) was used to quantify total innervation. Calcitonin gene-related peptide (CGRP) and tyrosine hydroxylase (TH) were used to quantify sensory and sympathetic nerve fibers, respectively. Quantification of TUBB3^+^ nerve fibers showed a 76% decrease at the femoral midshaft under HFD-fed conditions (Fig. 2a). CGRP^+^ (Fig. 2b) and TH^+^ (Fig. 2c) nerve fibers also decreased by 62% and 55%, respectively. The distal femur periosteum was also assessed for total innervation, as well as sensory and sympathetic innervation. The results revealed similar significant decreases in TUBB3^+^ (Fig. 2d), CGRP^+^ (Fig. 2e) and TH^+^ (Fig. 2f) nerve fibers by 69%, 38% and 51%, respectively. The innervation at the tibial bone was similarly affected by HFD-feeding. Quantitative evaluation of periosteal innervation showed a 67% reduction of TUBB3^+^ nerve fibers at the midshaft and a 58% reduction at the distal tibia (Fig. S1). The innervation at the 1^st^ metatarsus was also affected in HFD-fed mice. Quantitative evaluation of periosteal innervation showed 43% and 41% at the midshaft and distal metatarsal periosteum, respectively (Fig. S2). These findings indicated that HFD-induced diabetic polyneuropathy extended to skeletal innervation affecting both more proximal long bones and distal small tubular bones of the feet.

**Fig. 2:**
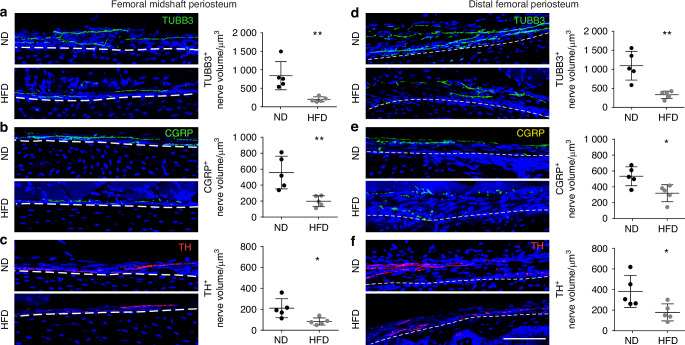
High-fat diet (HFD) feeding induces long bone neuropathy of the periosteum. Normal diet (ND) or HFD feeding in C57BL/6J mice was instituted on week 4 of life, with analysis at week 16 of life. **a** The innervation of the femoral midshaft periosteum visualized through the pan-neural marker β III-tubulin (TUBB3) immunostaining, represented in green. **b** Sensory innervation in the same region highlighted using Calcitonin gene-related peptide (CGRP) immunostaining, shown in yellow. **c** Sympathetic innervation observed through Tyrosine hydroxylase (TH) immunostaining, shown in red. *n* = 5. (Scale bar: 100 µm). **d** The distal femoral periosteum exhibits similar patterns for TUBB3^+^ total innervation, **e** CGRP^+^ sensory innervation and **f** TH^+^ sympathetic innervation. *n* = 5. Scale bar: 100 µm. Graphs represent average values ± 1 SD, *P < 0.05 and **P < 0.01. Comparisons between groups were analyzed by unpaired Student’s *t* test

### Bone alterations are associated with diabetic peripheral neuropathy

Next, quantitative analysis of cortical and trabecular bone in the femur, tibia and 1^st^ metatarsus were analyzed with microCT (Fig. 3 and Figs. S3–S5). Quantitative analysis of the microstructural parameters of the mid-shaft cortical bone including cortical bone area (Ct.Ar), cortical bone perimeter (Ct.Pm), cross-sectional thickness (Cs.Th) and polar moment of inertia (pMOI) were significantly decreased among HFD-fed mice showing a 11.9%, 4%, 8.3%, and 16.3% reduction in femur, respectively (Fig. 3a, b). Similarly, significant reductions in these parameters were observed in both the tibia and the 1^st^ metatarsus (Figs. S4a, b, S5a, b). For trabecular bone in the femur, fractional bone volume (BV/TV), trabecular thickness (Tb.Th), and trabecular number (Tb.N) were reduced by 42.6%, 11.4%, and 35.1%, respectively (Fig. 3c, d). These reductions were also evident in the tibia and the 1st metatarsus (Figs. S4c, d and S5c, d). Additionally, trabecular spacing (Tb.Sp) increased by 7.7% in the femur (Fig. 3d), with similar increases observed in the tibia and the 1^st^ metatarsus (Figs. S4d and S5d) within the HFD-fed cohort.

**Fig. 3:**
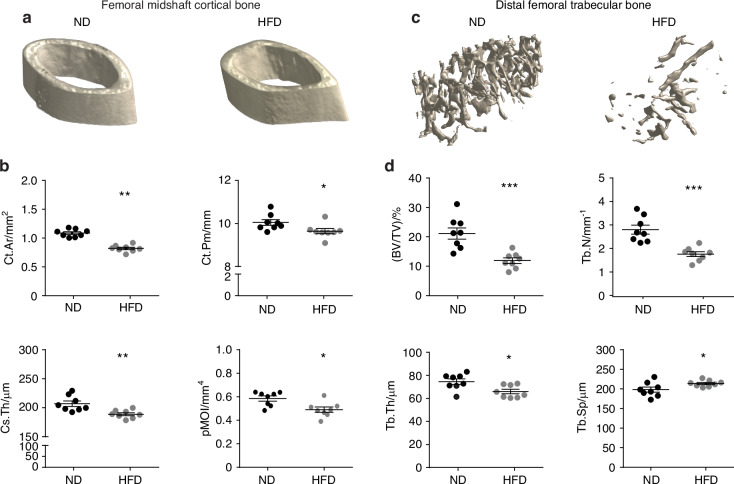
High-fat diet (HFD) feeding results in cortical and trabecular bone alterations. Normal diet (ND) or HFD feeding in C57BL/6J mice was instituted in week 4 of life, with analysis at week 16 of life. **a** µCT images of femoral midshaft cortical bone. **b** µCT quantifications of cortical area (Ct.Ar), cortical perimeter (Ct.Pm), cross-sectional thickness (Cs.Th) and polar moment of inertia (pMOI). *n* = 8 mice per group. **c** µCT images of distal femoral trabecular bone. **d** µCT quantifications of Bone volume per total volume (BV/TV), Trabecular thickness (Tb.Th), Trabecular number (Tb.N) and trabecular separation (Tb. Sp). *n* = 8 mice per group. Graphs represent average values ± 1 SD, *P < 0.05, **P < 0.01 and ***P < 0.001. Comparisons between groups were analyzed by unpaired Student’s *t* test

These quantitative analyses were further utilized to compare changes in cortical and trabecular bone parameters among the femur, tibia, and 1^st^ metatarsal bone. The comparative analysis revealed that reductions in cortical bone parameters were more pronounced in the more distally located small tubular bones of the feet (Table S3). In contrast, changes in trabecular bone parameters did not exhibit substantial differences between bones (Table S4).

### Multi-tissue single cell RNA-Sequencing infers somatosensory neuron-to-periosteal signaling

Communication between sensory nerve and bone cells has been demonstrated at a cellular level, forming a neuro-osteogenic network within the periosteum.^28,29^ We next set out to decipher potential intercellular communication between DRG sensory neurons and skeletal resident cells within the periosteum (Fig. 4a). 

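For single-cell sequencing, the periosteal cells of left femurs and tibias were released by digestion with collagenase and dispase and captured in droplets (10X Chromium, 3′ chemistry). In this assay every RNA molecule is tagged with a barcode of its cell and a unique molecular identifier (UMI), so that a count is a number of molecules rather than of reads. The C57BL/6J mice had been kept on normal diet (ND) or on a high-fat diet (HFD, 60% of calories from fat) for 12 weeks, from 4 to 16 weeks of age. The sample labels list 4 mice on ND and 4 on HFD, while the authors deposited 1 matrix of raw UMI counts per diet, in which no barcode is assigned to a mouse. Each diet was therefore taken as 1 library. Intervals given with counts and shares are exact 95% intervals that cover counting error only. The counts were made with Cell Ranger 6.0.1 and list 32285 genes; the genome build is not given in the sources used here. The ND library held 6314 barcodes with 48558889 UMIs, and every barcode had at least 500 UMIs. Cells were kept when they had more than 500 and fewer than 8000 detected genes and under 20% mitochondrial UMIs, which left 6029 ND cells with a median of 4610 UMIs and 1440 genes. A minimum of 200 detected genes, the alternative that moved this number most, left 6249 ND cells. Scrublet, run within the library, called 94 of the kept ND cells doublets (1.56%); they were kept, because the study states no doublet removal.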

Long bone periosteum (combined femoral and tibial periosteum) was isolated and examined by scRNA-Seq analysis in ND conditions. 

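Kept cells of both diets were merged, normalized with SCTransform with regression of the S and G2M scores, reduced to 30 principal components and clustered (Louvain, resolution 0.5), which gave 29 clusters. A cluster was named after a cell type, as X-like, from marker genes fixed beforehand when at least 3 of them were detected there. The study's own cell annotation was not used here, so that the classes are rebuilt and need not hold the same cells. Among the ND cells, 2404 were neutrophil-like, 39.9% of kept cells (95% interval 38.6 to 41.1; markers S100a8, S100a9 and Ly6g among others). Macrophage/monocyte-like clusters (Cd68, Csf1r, Adgre1) held 452 cells or 7.50% (6.84 to 8.19), and T cell-like clusters (Cd3e, Trac) 281 cells or 4.66% (4.14 to 5.22). Mesenchymal-like cells (Pdgfra, Col1a1, Prrx1) numbered 408 or 6.77% (6.15 to 7.43), endothelial-like cells (Pecam1, Cdh5) 116 or 1.92% (1.59 to 2.30) and pericyte-like cells (Rgs5, Notch3) 31 or 0.514% (0.350 to 0.729). Together these 6 classes held 3692 ND cells. A further 2011 ND cells, 33.4% (32.2 to 34.6), were named as other cell types, mostly B cell-like, and 326 stayed unnamed. Of the clustering settings tried, a resolution of 0.25 moved the shares most, with 4.66% macrophage/monocyte-like cells in the ND library.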

Six cellular clusters were identified, including mesenchymal cells (*n* = 434), endothelial cells (*n* = 127), pericytes (*n* = 32), neutrophils (*n* = 2 287), macrophages (*n* = 521), and T cells (*n* = 461) (Fig. 4b). A previously established scRNA-Seq dataset from mouse lumbar DRG neurons was reanalyzed, with 16 identified neuronal subclusters^30^ (Fig. 4c). These included 7 subclusters of CGRP neurons, low threshold mechanosensory neurons (LTMRs), nonpeptidergic nociceptors, proprioceptors, somatostatin^+^ (SST) neurons, and transient receptor potential M8 (TRPM8) cold sensitive neurons. Next, interaction analyses between DRG neurons and periosteal cells was performed using NicheNet (Fig. 4d–f),^31^ for which, cells from periosteum were defined as receiver cells and categorized into two distinct niches: the periosteal stromal/vascular niche (mesenchymal cells, endothelial cells, and pericytes) and the periosteal immune cell niche (neutrophils, macrophages, and T cells). With the neuronal derived ligands as senders and receiver cells defined, a prediction for ligand-receptor interactions was performed by combining gene expression with existing knowledge of signaling pathways and gene regulatory networks. The goal was to identify predicted neuronal ligands secreted from DRG neurons and their downstream signaling genes involved specifically in periosteum cellular niche regulation.^31^

**Fig. 4:**
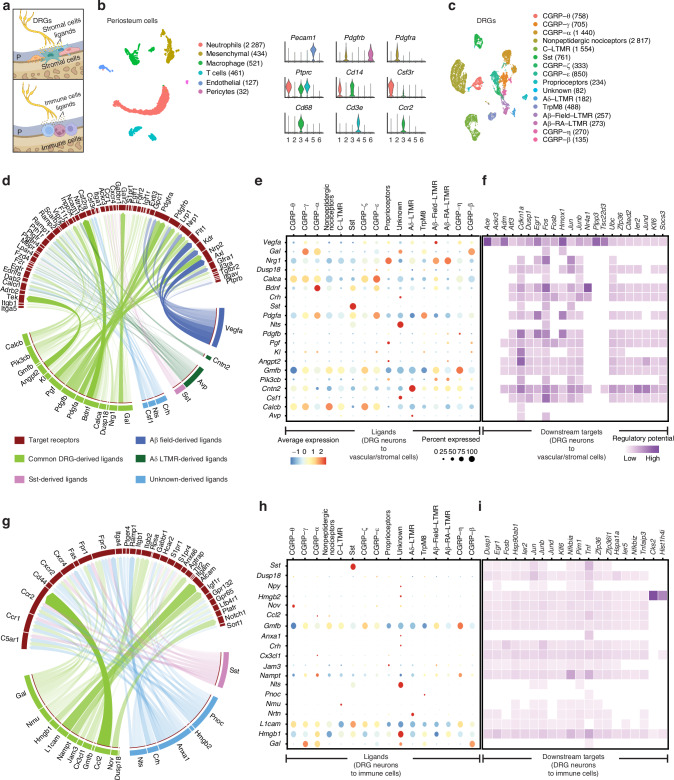
Cellular communication by interactome analysis between DRG neurons and long bone periosteum. **a** Schematic illustrating the interaction between dorsal root ganglia (DRG) sensory neurons and periosteal cells within their microenvironment. **b** UMAP projection of periosteum cell clusters via single-cell RNA sequencing (scRNA-Seq), accompanied by violin plots of known gene markers for each cluster. *n* = 4 042 total cells. Cell number per cluster shown in parentheses. **c** UMAP visualization of mouse lumbar dorsal root ganglia (DRG) neurons by scRNA-Seq, re-analyzed from ref. ^102^ *n* = 1 757 total DRG neurons. Cell number per cluster shown in parentheses. **d** Interaction plot depicting the cell-cell communication between DRG neurons and periosteal stromal/vascular cells (including mesenchymal cells, endothelial cells, and pericytes). DRG neuron-derived ligands and receptors expressed on stromal/vascular cells are shown under normal diet conditions. *n* = 593 stromal/vascular cells. **e** Expression profile of ligands in each DRG neuron cell cluster, highlighting specificity to stromal/vascular cells. **f** Analysis of the regulatory potential of DRG neuron-derived ligands and their downstream target genes in stromal/vascular cells. **g** Expression profile of ligands in each DRG neuron cell cluster and corresponding receptors within immune cells of the periosteum (including macrophage, neutrophils and T cells). *n* = 3 269 immune cells. **h**, **i** Analysis of the regulatory potential of DRG neuron-derived ligands and their downstream target genes in immune cells

The ligand-receptor interaction analysis between DRG neurons and the periosteum stromal/vascular niche revealed enriched expression of numerous neural ligands, including growth factors (*Vegfa*, *Nrg1*, *Gmfb, Pdgfa* and *Pdgfb*) and neuropeptides (*Gal*, *Calca*, *Bdnf*, and *Calcb*), predicted to pair with stromal/vascular cell receptors^32,33^ (Fig. 4d). 

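The DRG data were not analysed here. The receptors of the named ligands were counted in the ND periosteal library. The stromal/vascular niche (mesenchymal-, endothelial- and pericyte-like) comprised 555 cells with 5657591 UMIs (median 9429 per cell), and the immune niche (neutrophil-, macrophage/monocyte- and T cell-like) 3137 cells with 24041387 UMIs (median 5038). Levels are given as UMIs per 1000000 UMIs (UPM) of the niche. For the VEGFA receptors, Kdr was at 80.8 (73.5 to 88.5) in the stromal/vascular and 0.998 (0.640 to 1.49) in the immune niche, Flt1 at 108 and 3.79, Nrp1 at 113 and 25.7, and Nrp2 at 81.7 and 9.94. The PDGF receptors Pdgfra and Pdgfrb reached 215 (203 to 227) and 104 (95.4 to 112) in stromal/vascular cells, against 0.790 and 0.582 in immune cells. Of the neuregulin receptors, Erbb2 had 32 stromal/vascular UMIs, a level of 5.66 (3.87 to 7.98), while Erbb3 and Erbb4 had too few UMIs to compare. The galanin receptor Galr2 was at 18.6 (15.2 to 22.5) against 0.166, and the BDNF receptor Ntrk2 at 56.4 (50.4 to 62.9) against 0.0416, whereas Sort1, also listed for BDNF, was higher in immune cells (32.8, 30.5 to 35.1, against 9.01, 6.71 to 11.9). The CGRP receptor components Calcrl and Ramp2 were higher in stromal/vascular cells (44.7 against 24.8, and 264 against 2.20), while Ramp1 was higher in immune cells (83.4, 79.7 to 87.1, against 60.3, 54.0 to 67.0). Ramp3 was at 2.83 (1.62 to 4.59) and 3.04 (2.38 to 3.82), which cannot be ranked at this depth. B cell-like cells, which should lack PDGF and VEGFA receptors, contained 1 Pdgfra and 1 Kdr UMI among 7692580 UMIs (median 3891 per cell). Of 19 receptor genes listed for these ligands, 14 had at least 20 UMIs, and 11 of these were higher in the stromal/vascular niche. With every cell thinned to 1000 UMIs, 12 were. No receptor had been listed for GMFB. From ligands expressed in DRG neurons and receptors expressed in these periosteal cells, the paper predicts which neural signals act on the niche.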

Among the growth factors, Vascular Endothelial Growth Factor A (VEGFA) was highly expressed by Aβ−Field−LTMR neurons, a critical regulator of osteoblast function, bone homeostasis and skeletal repair.^15,34–38^ The membrane glycoprotein Neuregulin 1 (NRG1), was highly expressed across multiple DRG neuron types, including proprioceptors, Aβ−Field−LTMR and Aβ–RA−LTMR neurons. NRG1 has been implicated during osteoblastogenesis^39^ and in cartilage and bone regeneration in zebrafish.^40^ Another growth and differentiation factor enriched in the interaction analysis was Glia Maturation Factor Beta (GMFB). *Gmfb* was highly expressed in nonpeptidergic nociceptors, CGRP-ζ and CGRP-η neurons. A recent study showed that *Gmfb* knockout mice are protected against osteoporosis by suppressing osteoclast hyperactivity in diabetic conditions.^34^ Platelet-derived growth factors A and B (PDGFA and PDGFB) were also identified as key soluble growth factors in the interaction analysis. *Pdgfa* exhibited high expression in CGRP α, ε, and Trpm8 neurons, while *Pdgfb* was most highly expressed in CGRP-η neurons. PDGFA has been implicated in nerve-regulated digit tip regeneration,^41^ and our group implicated its potential role as a nerve-derived factor in regulation of heterotopic ossification (HO).^42^ Galanin (GAL) was highly expressed by CGRP-γ, α and β neurons. Several studies showed that Galanin (GAL) was present in bone marrow mesenchymal cells, endothelial cells and nerve fibers within the periosteum suggesting a role in bone development and repair. *Calca* and *Calcb* genes encoding Calcitonin gene-related peptide (CGRP), a crucial neuropeptide for bone metabolism regulation, were also enriched in the interaction analysis, primarily in CGRP clusters. CGRP was shown to play a pleiotropic effect on bone cells, promoting osteoblast differentiation, inhibiting osteoclast activity,^43^ and enhancing reparative bone formation in response to mechanical loading and fracture.^44^ Brain-Derived Neurotrophic Factor (BDNF) was also enriched in the interaction analysis. *Bdnf* was highly expressed by CGRP-α, Sst and CGRP-ε neurons. Several studies have shown the positive effects of BDNF on bone formation by enhancing osteoblast differentiation, new bone formation and maturation.^45,46^ Moreover, BDNF and its receptor TrkB are present at various stages of the bone formation process and are upregulated in human osteoblasts, suggesting a role in bone development^47,48^ (Fig. 4e). Although the interaction analysis did not predict previously described bone-related neural ligands such as Fibroblast growth factor 1 and 9 (FGF1, FGF9),^49–51^ Follistatin Like 1 (FSTL1)^17^ and Sonic hedgehog signaling molecule (SHH),^52^ their expression was present within the present dataset of DRG neurons.

Following up the ligand-receptor interaction, various downstream signaling events were predicted to regulate target genes involved in cell cycle regulation (*Cdkn1a* and *Dusp1*), cell growth and proliferation (*Ackr3*, *Ergr1*, *Fosb* and *Socs3*), cell differentiation (*Fos*, *Fosb* and *Ier2*) and transcriptional regulation (*Jun*, *Junb*, *Jund*, *Nr4a1* and *Cited2*). 

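In the ND library, 13 of the 15 target genes listed for the stromal/vascular niche had more UPM there than in the immune niche, with Cited2 and Hmox1 as the exceptions. Fos was at 6566 UPM (6500 to 6633) against 959 (946 to 971), and Fosb at 1312 against 227. For Egr1, taken as the gene printed as Ergr1, the levels were 2300 and 197, and for Socs3 709 and 49.7. Ackr3 had 327 (312 to 342) in stromal/vascular and 1.71 (1.22 to 2.31) in immune cells. Levels of Jun, Junb and Jund were closer, at 3360, 2689 and 2674 against 1228, 1317 and 1829. Dusp1 (771 against 528), Cdkn1a (638 against 176), Ier2 (768 against 580) and Nr4a1 (650 against 422) were also higher in the stromal/vascular niche, and Cited2 lower (160, 150 to 171, against 233, 227 to 239). Of these 15 genes, 13 belong to a list, fixed beforehand, of genes that respond to tissue dissociation or as immediate-early genes.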

Interestingly, several downstream target genes were described to play an important role in regulating osteoblast differentiation and bone formation among them, Fos and Jun family members,^53^ the zinc finger protein *Zfp36*,^54^ the heme oxygenase *Hmox1*,^55^ the cyclin-dependent kinase inhibitor *Cdkn1a*,^53^ the suppressor of cytokine signaling *Socs3*,^56^ and the nuclear receptor *Nr4a1*^53^ (Fig. 4f).

Next, a similar interaction analysis was performed between DRG neurons and immune periosteal niche (including neutrophils, macrophages, and T cells). The ligand-receptor interaction analysis revealed enriched expression of numerous neural ligands including, neuropeptides (*Nrtn*) and neurotransmitters (*Sst*, *Pnoc*, *Nmu*, and *Gal*), cell adhesion molecules (*l1cam*), cytokines and chemokines (*Ccl2* and *Cx3cl1*) predicted to pair with immune cells receptors (Fig. 4g). 

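Among receptors of these ligands in the ND library, the CCL2 receptor Ccr2 had 101 UPM in the immune niche (97.3 to 105) and 7.25 (5.20 to 9.83) in the stromal/vascular niche. The CX3CL1 receptor Cx3cr1 was at 37.8 (35.4 to 40.3) and 4.42 (2.86 to 6.52). Gfra2 and Ret, which bind NRTN, were lower in the immune niche, at 0.458 (0.228 to 0.819) and 0.291 (7 UMIs), than in stromal/vascular cells, at 3.00 (1.75 to 4.81) and 8.48 (48 UMIs). B cell-like cells, which are in neither niche, had 15.3 (12.7 to 18.4) for Gfra2. The receptors of SST (Sstr1 to Sstr5), PNOC (Oprl1) and NMU (Nmur1 and Nmur2), and the galanin receptors Galr1 and Galr3, had fewer than 20 UMIs over both niches and could not be compared at this depth. With no Oprl1 UMI among the immune UMIs, a level of up to 0.125 UPM stays possible (3 counts). In total 5 of 15 receptor genes could be compared, of which 2 were higher in immune cells. No binding partner had been listed for L1CAM.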

Neurturin (*Nrtn*) gene was highly expressed by Aδ-LTMR neurons. It has been suggested that NRTN may play several context-dependent roles in modulating immune cell function and inflammation.^57^ Somatostatin (SST), a neurotransmitter known for the neuroendocrine inhibitory effects across multiple systems^58^ was mainly expressed by the Sst neurons. Sst is known to exert inhibitory effects on immune cell functions, cytokine production, proliferation, and inflammatory responses.^59,60^ Another neurotransmitter, Prepronociceptin (*Pnoc*) gene was specifically expressed by TrpM8 neurons. PNOC is the precursor protein for nociceptin, a neuropeptide involved in regulating inflammation, pain, and arousal.^61^ Neuromedin U gene (*Nmu*) was specifically expressed by C-LTMR neurons. Nmu is an immunoregulator described to be a potent activator of immune cells, particularly in the context of type 2 inflammation, allergic responses, and autoimmune conditions.^62,63^ Galanin gene (*Gal*) was highly expressed by CGRP-γ, CGRP-α, and CGRP-β neurons. *Gal* was described to modulate the expression of cytokines suggesting a role in regulating inflammatory responses.^64,65^ The L1 Cell Adhesion Molecule gene (*l1cam*) was highly expressed in CGRP-θ and Sst neurons. L1CAM was shown to contribute to the migration and extravasation of immune cells.^66^ Chemokines and cytokines genes such as C-C Motif Chemokine Ligand 2 (*Ccl2*) and C-X3-C Motif Chemokine Ligand 1 (*Cx3cl1*) were highly expressed in CGRP-θ and CGRP-α, respectively. CCL2 was shown to be a key mediator of the crosstalk between immune and bone cells, influencing bone homeostasis^67,68^ (Fig. 4h). Interestingly, some ligands, such as SST, DUSP18, CRH, NTS, GAL and GMFB, were found to activate both mesenchymal and immune cell populations, suggesting shared signaling pathways in the periosteal niche. The ligand-receptor analysis was followed by a downstream signaling inquiry highlighting the activated genes within the periosteal immune niche involved in cell cycle regulation (*Cks2* and *Dusp1*), cell growth and proliferation (*Erg1*, *Fosb*, *Jun* family and *Pim1*), cell differentiation (*Klf6* and *Zfp36*), and immune response (*Nfkbi* family and *Tnf*) (Fig. 4i).

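Of 13 target genes listed for the immune niche, 6 were higher in the immune than in the stromal/vascular niche of the ND library. Tnf stood at 93.7 UPM (89.9 to 97.7) in immune and 7.60 (5.50 to 10.2) in stromal/vascular cells, Cks2 at 377 and 53.9, and Pim1 at 704 (693 to 714) and 255 (242 to 268). The same held for Klf6 (746 against 600), Nfkbia (1257 against 1075) and Nfkbiz (294 against 217). The other 7 genes were higher in stromal/vascular cells: Dusp1, Fosb, Jun, Junb, Jund, Egr1 (taken as the gene printed as Erg1) and Zfp36, the last with 669 in immune cells and 1161 in stromal/vascular cells. Of the 13 genes, 9 are in the dissociation and immediate-early response list.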

The analysis model presented here describes secreted neural ligands regulating downstream genes under homeostatic conditions. Interestingly, distinct sets of ligands were predicted to activate downstream genes in periosteal mesenchymal cells versus periosteal immune cells, predicted to regulate cell cycle and proliferation, as well as cell function.

### HFD-induced bone neuropathy disturbs long bone periosteal cellular signalization

Next, scRNA-Seq analysis focused on signaling changes in the transcriptome among periosteal cells exposed to either ND or HFD-feeding conditions (Fig. 5 and Fig. S6). 

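The HFD library held 6636 barcodes with 49940976 UMIs, of which 6224 cells passed the filter with a median of 4823.5 UMIs and 1501 genes, close to the depth of the ND library. Scrublet called 45 of them doublets (0.723%). With 1 pooled library per diet there is no replicate error between diets and no test of a diet effect. The differences between diets describe these 2 libraries and have no replicate check. The Kolmogorov-Smirnov test of the study took single cells as replicates and was not repeated. Levels in a cell class were compared as the log2 ratio of HFD over ND of summed UMIs, each as UPM of the class, with 0.5 added to each count, over genes with at least 20 UMIs in both libraries together. The study's term and module gene lists were not used here. Lists written before the data were examined stand in for them, and each is summarised by the median log2 ratio of its genes, with a 95% interval for counting error. To show whether a list stands apart, its median was ranked among 10000 random lists of the same size matched on mean expression, and a percentile within the lowest or highest 2.5% was taken as beyond the limits of random lists. The study names the Escape package for its scores of signaling pathways, which was not used here. Module scores (Seurat AddModuleScore for all lists, the mean of log-normalized counts over the list minus that over control genes, 100 per listed gene) are given as the mean ± SD over cells, which is spread between cells and not between mice. Scores were also computed with every cell thinned to 1000 UMIs, which left out 55 ND and 51 HFD cells. Free RNA from lysed cells enters these sums and scores and was not removed, so that its part in a difference between diets stays open.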

First, changes in the cellular composition of the six periosteal cell clusters (Fig. S6a), were analyzed, revealing subtle differences in the distribution of clusters between ND and HFD conditions (Fig. S6b, c). 

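Mesenchymal-like cells made up 670 HFD cells or 10.8% of kept cells (10.0 to 11.6), above the ND share by more than counting error. The same held for endothelial-like cells, with 231 or 3.71% (3.26 to 4.21). Pericyte-like cells numbered 59, 0.948% (0.722 to 1.22), an interval that overlaps the ND interval by a narrow margin. T cell-like cells were fewer, 203 or 3.26% (2.83 to 3.73). Shares of neutrophil-like cells, 39.0% (37.8 to 40.3; 2430 cells), and of macrophage/monocyte-like cells, 6.70% (6.09 to 7.35; 417 cells), did not differ from the ND shares of kept cells beyond counting error. As shares of the 6 classes alone, neutrophil-like cells were 65.1% in ND (63.6 to 66.7) and 60.6% in HFD (59.1 to 62.1), lower in HFD by more than counting error. On the same scale mesenchymal-like cells were 11.1% and 16.7%, macrophage/monocyte-like 12.2% and 10.4%, T cell-like 7.61% and 5.06%, endothelial-like 3.14% and 5.76%, and pericyte-like 0.840% and 1.47%. Of the clusters within these classes, 3 had over 70% ND cells, a limit set after the clusters were seen: a neutrophil-like cluster with 185 ND and 11 HFD cells, a T cell-like cluster with 110 ND and 42 HFD cells, and a macrophage/monocyte-like cluster with 113 and 35. With the immediate-early genes left out of the clustering, T cell-like cells were 4.71% of ND and 3.28% of HFD cells. These shares describe the cells of the suspensions.

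**Figure D1:**
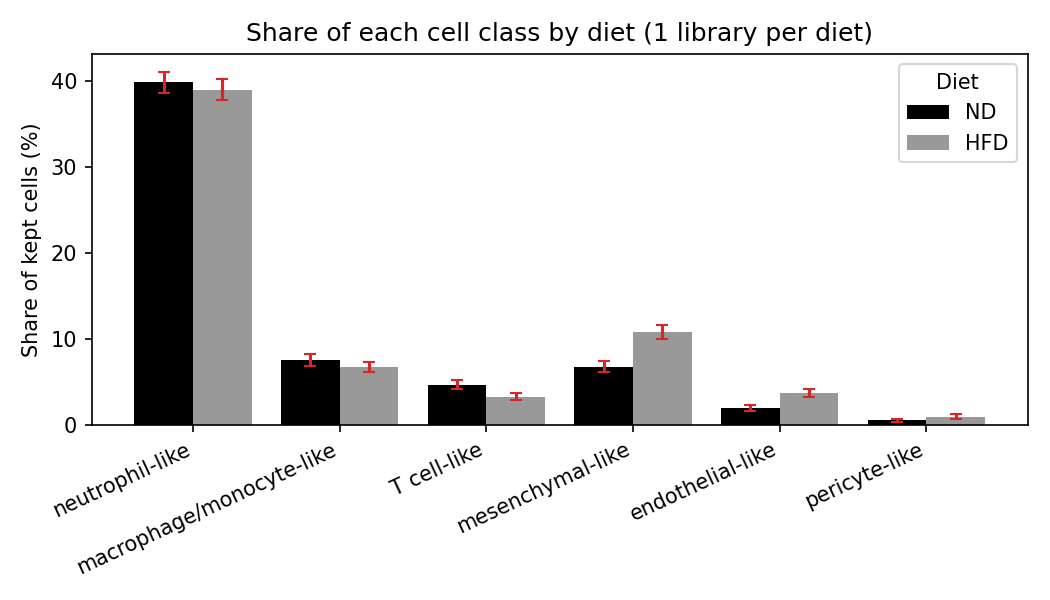
Share of kept cells (%, y axis) in each of the 6 cell classes (x axis) in the ND library (black bars) and the HFD library (gray bars); error bars are exact 95% intervals for counting error, with 1 pooled library per diet. The mesenchymal-like bars stand at 6.77% and 10.8%, the endothelial-like bars at 1.92% and 3.71%.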

Next, overall changes in cellular proliferation were assessed using a proliferation module score ratio (HFD/ND) calculated across periosteum cell clusters (Fig. S6d). A significant reduction in proliferative score was seen under HFD conditions among several cell types including pericytes, T cells and mesenchymal cells (Fig. S6d). 

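The proliferation list holds the 97 S and G2M genes used by Seurat for cell cycle scoring. In pericyte-like cells only 25 of them had enough UMIs (521 UMIs in ND and 1264 in HFD). Their median log2 ratio was 0.14 (−0.0084 to 0.56, percentile 86.6), and the mean module score was −0.118 ± 0.0383 in ND and −0.115 ± 0.0738 in HFD. For T cell-like cells the median was −0.036 (−0.11 to 0.10, percentile 11) and the scores −0.0370 ± 0.0576 and −0.0327 ± 0.0576. In mesenchymal-like cells, 41 genes were higher and 42 lower in HFD, with a median of −0.0090 (−0.077 to 0.10, percentile 5.4) and scores of −0.0414 ± 0.0556 and −0.0442 ± 0.0555. None of these 3 medians lay beyond the limits of random lists. Proliferation in pericyte-like cells did so with a minimum of 100 UMIs per gene (0.75) or of 1 UMI (0.75). Proliferation in mesenchymal-like cells did so with doublets removed (−0.070, percentile 0.27). Of the mesenchymal-like cells, only 1 in ND and 1 in HFD were called doublets, so that this change rests on these cells. The score differences, HFD minus ND, were 0.00308, 0.00434 and −0.00285 in pericyte-, T cell- and mesenchymal-like cells. The SD over cells is the spread of single cells and cannot show whether such a difference of means is small. The T cell-like difference changed sign at 1000 UMIs per cell (−0.00128), and there the mesenchymal-like difference was −0.00489. Macrophage/monocyte-like cells had a median of 0.23 (percentile 100) and neutrophil-like cells −0.084 (percentile 23.5), with score differences of 0.00585 and −0.00155. The endothelial-like median, 0.32 (percentile 100), changed sign under thinning: with each cell thinned, the median for proliferation in endothelial-like cells was −0.11 (percentile 30.5). Over all kept cells, where the shares of the classes differ between the libraries as well, 81 genes were lower and 16 higher in HFD, with a median of −0.11 (−0.12 to −0.084, percentile 0), beyond the limits, and a score difference of −0.00884 (−0.00394 with cells thinned). With the same class weights in both libraries, proliferation over all cells had a median of 0.023 (percentile 66.5).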

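Over all kept cells, the ossification list (32 genes, among them Bglap, Alpl, Col1a1 and Spp1) had a median log2 ratio of HFD over ND of 0.83 (0.79 to 0.88), above every random list, with 31 genes higher in HFD and 1 lower. The angiogenesis list (32 genes) had a median of 0.52 (0.43 to 0.56), also above every random list. Both lists hold genes of mesenchymal-like and endothelial-like cells, whose shares differed between the libraries. When the classes were given the same weights in both libraries, the median of ossification over all cells was 0.34 (percentile 100) and that of angiogenesis over all cells 0.072 (percentile 97.9). With equal weights for the mesenchymal-like subclusters as well, an alternative chosen after the data were seen and the one that moved these values most, ossification over all cells was 0.20 (percentile 100) and angiogenesis over all cells 0.071 (percentile 97.9). In B cell-like cells, which should lack these RNAs, the 15 ossification genes with enough UMIs (520 UMIs in ND and 1231 in HFD) had a median of 1.05, so that free RNA from other cells stays open as a part of the difference. The MAPK list (113 genes) stood at 0.030 (0.013 to 0.051, percentile 85.9) and the VEGF list (46 genes) at 0.073 (0.054 to 0.11, percentile 96.3), both within the limits of random lists. The MAPK module score, however, was lower in HFD, 0.0616 ± 0.0753 against 0.0838 ± 0.0783 in ND (difference −0.0223, −0.0203 with cells thinned), and so was the level of the summed list, 13120 against 16829 UPM. With cells thinned to 1000 UMIs, VEGF over all cells rose beyond them at 0.15 (percentile 99.8). For TGFβ (58 genes) the median was 0.17 (0.14 to 0.20), and for BMP (45 genes) 0.41 (0.34 to 0.47), both above the random lists. With equal class weights, TGFβ over all cells fell within the limits at 0.034 (percentile 79.2), as did BMP over all cells at 0.058 (percentile 95.2). With the subclusters weighted too, BMP over all cells was 0.067, narrowly above them (percentile 97.8).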

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis using all periosteal cells highlighted increased terms expression under ND conditions including ossification and angiogenesis, as well as signaling pathways such as mitogen-activated protein kinase (MAPK), Vascular endothelial growth factor (VEGF), and Transforming growth factor beta (TGFβ). Conversely, representative GO terms enriched within the HFD periosteal cells included bone resorption, hypoxia, negative regulation of angiogenesis, and cellular immune response (Fig. S6e). 

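For bone resorption, 18 listed genes (among them Ctsk, Acp5 and Mmp9) gave a median log2 ratio of −0.052 (−0.11 to −0.0067, percentile 7.16), and for hypoxia 30 genes gave −0.017 (−0.043 to 0.017, percentile 19.1). The immune response list (40 genes) had a median of −0.021 (−0.045 to −0.016, percentile 27.7). These medians lay within the limits of random lists. The summed level of the immune response list was higher in HFD (48084 against 45245 UPM) and its module score lower (difference −0.0252), while the score differences were 0.00228 for hypoxia and −0.00655 for bone resorption. An interferon response list of 56 genes was higher in HFD, with 48 genes up and 8 down and a median of 0.24 (0.20 to 0.28), above every random list. At 1000 UMIs per cell, bone resorption over all cells stood at 0.020, hypoxia over all cells at 0.032 and immune response over all cells at −0.10, the last now beyond the limits (percentile 0.08). With the same class weights in both libraries, hypoxia over all cells at −0.031 (percentile 2.03) and immune response over all cells at −0.017 (percentile 2.01) lay under the limits. Negative regulation of angiogenesis had no list of its own here.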

Further transcriptional analysis focused on the mesenchymal cell cluster, dissecting their cell subcluster frequency, phenotypes, and molecular signaling pathway modifications associated to HFD feeding conditions (Fig. 5). Mesenchymal cells were analyzed and distributed across three subclusters defined by characteristic gene markers, subcluster 1: mesenchymal progenitor cells (*Pdgfrα*^*+*^*Ly6a*^*+*^, *n* = 813), subcluster 2: Pre-osteoblasts (*Ly6a*^*+*^*Runx2*^*+*^*Lepr*^*+*^, *n* = 320), and subcluster 3: Osteoblasts (*Runx2*^*+*^*Alpl*^*+*^*Bglap*^*+*^, *n* = 177) (Fig. 5a). 

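The 1078 mesenchymal-like cells of both diets were taken out and clustered again (resolution 0.2). A progenitor-like subcluster of 531 cells was led by Ccl11, Pi16, Clec3b and Dpt, and over both diets it had 403 Pdgfra and 2026 Ly6a UPM. An osteoblast-like subcluster of 188 cells was led by Mmp13, Postn, Bglap and Alpl, with 179 Runx2, 1213 Alpl and 5792 Bglap UPM. A further subcluster of 256 cells was led by Mfap4, Nppc, Tnmd and Chad, which the markers fixed beforehand name tenocyte-like. Of these markers Tnmd, Thbs4, Fmod, Chad and Cilp2 had been seen in Fig. S7a when they were listed. The subcluster had 289 Ly6a, 64.2 Runx2 and 79.5 Lepr UPM, against 87.5 for Ly6a in osteoblast-like cells, 10.8 for Runx2 in progenitor-like cells, and 50.4 and 9.72 for Lepr in progenitor- and osteoblast-like cells. B cell-like cells, as a background, had 0.327 Pdgfra and 1.76 Runx2 UPM. The progenitor-like share of mesenchymal-like cells was 50.7% in ND (45.8 to 55.7) and 48.4% in HFD (44.5 to 52.2), the tenocyte-like share 23.8% (19.7 to 28.2) and 23.7% (20.6 to 27.1), and the osteoblast-like share 14.7% (11.4 to 18.5) and 19.1% (16.2 to 22.3). All of these intervals overlap between diets. The remaining 44 ND and 59 HFD cells fell in unnamed subclusters. With log-normalized counts before clustering, which moved the shares most, no subcluster was named tenocyte-like, the unnamed cells rose to 32.1% in ND and 25.1% in HFD, and 6.13% and 10.1% were named chondrocyte-like. Progenitor-like shares were then 49.8% and 46.6%, and osteoblast-like shares 12.0% and 18.2%. A resolution of 0.4 led to 46.1% progenitor-like cells in ND and 40% in HFD. Because Spp1, a marker of the osteoblast-like cells, differed between the libraries, clustering was repeated without it and without the immediate-early genes. Osteoblast-like shares were then 14.5% and 19.3%, and progenitor-like shares 46.6% and 40.4%.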

Next, characteristic gene markers were examined across the three subclusters as shown by heatmap of differentially expressed gene (DEG) profiles (Fig. 5b). 

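Over both diets, Postn reached 4929 UPM in the osteoblast-like subcluster, 276 in the tenocyte-like and 50.6 in the progenitor-like subcluster. Acta2 followed the same order, with 623, 24.1 and 11.4. Ctsk was spread more evenly, at 545 in osteoblast-like, 422 in tenocyte-like and 357 in progenitor-like cells. Gli1 and Nes were rare: Gli1 had 57, 49 and 12 UMIs in progenitor-, tenocyte- and osteoblast-like cells (10.5, 17.4 and 7.29 UPM), and Nes 17, 19 and 25 UMIs (3.13, 6.74 and 15.2 UPM). Postn and Acta2 are among the genes with the highest fold in the osteoblast-like subcluster and helped to separate it, so that their order is not an independent result.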

Complete DEGs are provided in (Fig. S7) along with characterize periosteal cell markers such as *Gli1*,^69^ *Postn*,^70^ *Ctsk*,^71^ *Acta2*^72^ and *Nes*.^73^

**Fig. 5:**
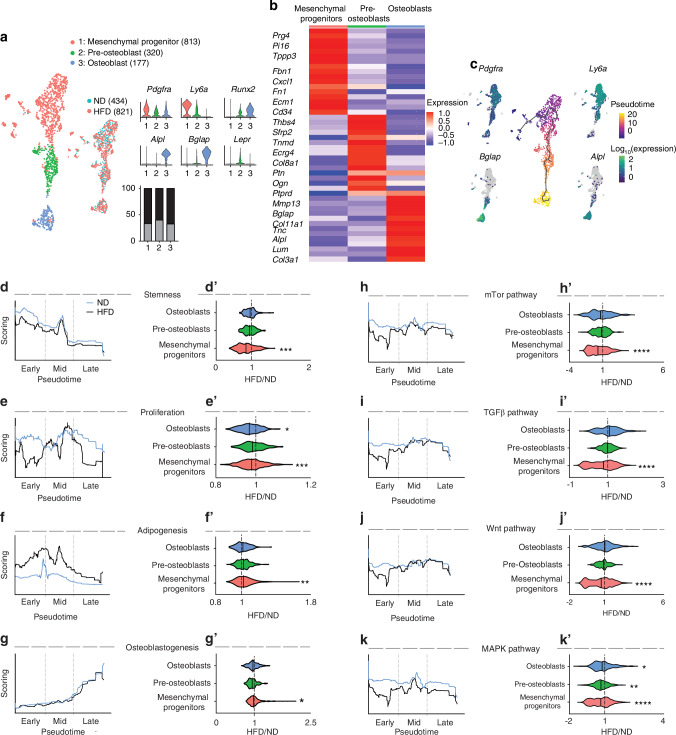
High-fat diet (HFD) feeding disturbs the skeletal cell phenotype and neural-skeletal cell communication within the periosteal microenvironment. 12 weeks after the initiation of the dietary treatment, four left femurs and tibias from ND and HFD mice were dissected. Periosteal cells were isolated, and scRNA-sequencing and analysis were performed. **a** UMAP of mesenchymal cell subclusters including mesenchymal progenitors, pre-osteoblasts, and osteoblasts, along with known gene markers for each by violin plot, and the cell number ratio among ND and HFD treated groups. Black indicates ND cells. Gray indicates HFD cells. **b** Heatmap for differentially expressed genes (DRGs) in each mesenchymal cell subcluster. **c** UMAP showing the pseudotime trajectory of the mesenchymal cell subclusters along with progenitor gene markers (*Pdgfrα* and *Ly6a*) as well as osteoblast markers (*Bglap* and *Alpl*). Black line represents the trajectory graph. Plots were generated using Monocle 3.0.1.2. **d**–**g’** Linear graph analysis of phenotype changes across pseudotime including gene modules for stemness, proliferation, adipogenesis and osteoblastogenesis among ND (blue line) and HFD (black line) fed mesenchymal cells, and module index scoring of mesenchymal cell subclusters (mesenchymal progenitors, pre-osteoblasts and osteoblasts). Dashed lines indicate delineates early, mid and late pseudotime. **h**–**k’** Linear graph analysis of dysregulated signaling pathways, including MAPK, TGFβ, Wnt and mTor signaling, across pseudotime among ND (blue line) and HFD (black line) fed groups and module index scoring of mesenchymal cell subclusters. Dashed gray lines in module score graphs represent early, mid, and late pseudotime. Graphs represent average values ± 1 SD. Module scoring data was analyzed using the Kolmogorov-Smirnov test. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.00 01 in comparison to ND control. 1 255 total mesenchymal cells analyzed

Next, pseudotime trajectory analysis revealed a continuous cell differentiation path,^74^ starting from a mesenchymal progenitor cell expressing *Pdgfrα*^*+*^ and *Ly6a*^*+*^ genes. 

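Monocle 3 was not used here. Cells were ordered by diffusion pseudotime (15 neighbours, 10 diffusion components), started in the progenitor-like subcluster, on a scale of 0 to 1. The median pseudotime of the 531 progenitor-like cells was 0.171 (0.149 in ND and 0.180 in HFD); they come first by construction. With the pseudotime range divided into equal parts, the early part held 208 ND and 323 HFD cells, of which 516 were progenitor-like.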

As cells progressed along the pseudotime axis, they transitioned through an intermediate pre-osteoblast state, characterized by the expression of *Ly6a*, *Runx2*, and *Lepr* genes. 

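Tenocyte-like cells, the counterpart here of this intermediate state by position, had a median pseudotime of 0.452. The mid part of the pseudotime range held 196 ND and 326 HFD cells, with 244 tenocyte-like and 183 osteoblast-like cells among them.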

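Osteoblast-like cells had a median pseudotime of 0.585, later than both other subclusters. The late part of the range, however, was nearly empty, with 4 ND and 21 HFD cells, of which 4 were osteoblast-like and 21 belonged to unnamed subclusters. Values for late pseudotime therefore rest on 4 ND cells. With the cells divided into parts of equal number instead, the late part held 119 ND and 241 HFD cells, 178 of them osteoblast-like.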

The terminal branch represented fully differentiated osteoblast cells, expressing *Runx2*, *Alpl*, and *Bglap* (Fig. 5c).^75^ Here, the trajectory analysis laid the foundation for further investigation of the phenotypical changes and regulatory signaling under ND and HFD-fed conditions. Using the R package Escape,^76^ we evaluated the gene expression changes involved in phenotypical programs and signaling pathways across pseudotime, dividing them into early, mid, and late pseudotime stages. To further quantify changes in gene module scores, we employed violin plots, which allowed us to assess these changes among mesenchymal progenitor cells, pre-osteoblasts, and osteoblast cell clusters (Fig. 5d–k’). Phenotypical changes across pseudotime analysis in gene module scores related to stemness, proliferation, adipogenesis and osteoblastogenesis were first assessed (Fig. 5d–g’). 

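In the progenitor-like subcluster (207 ND cells with 2284367 UMIs and 324 HFD cells with 3153657 UMIs; median 10031 and 9578 per cell), the stemness module score was 0.112 ± 0.0942 (SD over cells) in ND and 0.0971 ± 0.0979 in HFD, a difference of −0.0151. The median log2 ratio of its 24 genes went the other way, 0.081 (−0.018 to 0.18), with 15 genes higher and 9 lower in HFD, and lay within the limits of random lists (percentile 81.2). In tenocyte-like cells the score difference was −0.0241 and the median −0.087 (percentile 5.73). In osteoblast-like cells they were −0.00680 and 0.20 (percentile 98.3). Along pseudotime, stemness score differences were −0.0129 early, −0.0265 mid and −0.0319 late. The proliferation score of progenitor-like cells was −0.0433 ± 0.0473 in ND and −0.0463 ± 0.0447 in HFD, a difference of −0.00306, and the 51 genes with enough UMIs had a median log2 ratio of −0.13 (−0.23 to 0.0035, percentile 0.01), beyond the limits of random lists. Tenocyte-like cells had a proliferation median of −0.033 (percentile 11.5) and osteoblast-like cells 0.11 (percentile 91.2), with score differences of −0.00235 and −0.00799. Score differences for proliferation along pseudotime were −0.00487 early, −0.000214 mid and −0.00172 late. Thinning each cell to 1000 UMIs moved the list medians most: that of proliferation in progenitor-like cells became 0.059 (percentile 49.9), while the thinned score differences were −0.00776 for proliferation and −0.00699 for stemness. It lay within the limits with a minimum of 100 UMIs per gene (−0.038, percentile 4.03) and with subclusters made from log-normalized counts (−0.0031, percentile 8). Proliferation in tenocyte-like cells fell under the limits when genes with 1 UMI were included (−0.17, percentile 0.54). The median for stemness in osteoblast-like cells turned negative with cells thinned (−0.023) and with a minimum of 100 (−0.038) or 1 UMI (−0.050) per gene, and it lay within the limits with 1 added to each count (0.16) and with under 10% mitochondrial UMIs (0.20). With the Reactome mitotic cell cycle genes, a list chosen after the values were seen, proliferation in progenitor-like cells was 0.012 (percentile 0.685). That value lay above 0 but still under the limits of random lists.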

Periosteal cells from ND exposed animals exhibited higher gene modules scores related to both stemness and proliferation in comparison to cells from HFD exposed animals, particularly in early pseudotime and among mesenchymal progenitor cells (Fig. 5d, e’).

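The adipogenesis module score of progenitor-like cells was 0.0408 ± 0.0676 in ND and 0.0380 ± 0.0773 in HFD, a difference of −0.00278 (−0.00185 with cells thinned). Of its 37 genes with enough UMIs, 21 were higher and 16 lower in HFD, and the median log2 ratio of 0.044 (−0.052 to 0.18) lay in the middle of the random lists (percentile 54.1). Tenocyte-like cells had a median of −0.057 and a score difference of −0.00202. Osteoblast-like cells had −0.24 (percentile 0.5), beyond the limits, and −0.0171. Score differences along pseudotime were −0.000558 early, −0.0127 mid and 0.0305 late. Ordered along the first principal component instead, cells of the mid part had a difference of 0.00349 and cells of the late part −0.0115. In osteoblast-like cells that median lay within the limits with cells thinned (−0.34, percentile 9.41), with a minimum of 100 UMIs per gene (−0.15, percentile 8.99) and with subclusters from log-normalized counts (−0.052, percentile 22.6). With the Reactome list for white adipocyte differentiation, adipogenesis in osteoblast-like cells was 0.081 (percentile 70.9), the opposite direction.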

Gene module scores related to adipogenesis were increased across pseudotime in HFD derived cells, which although elevated across pseudotime achieved statistical significance in mesenchymal progenitor cells (Fig. 5f, f’). In contrast, gene module scores related to osteoblastogenesis were similar between experimental conditions until late pseudotime, potentially indicating impaired terminal osteoblast maturation under HFD conditions (Fig. 5g, g’).

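For osteoblastogenesis, the module score in progenitor-like cells was 0.157 ± 0.126 in ND and 0.163 ± 0.129 in HFD (difference 0.00656), and the median log2 ratio of 23 genes was 0.079 (−0.058 to 0.13, percentile 84.5). With cells thinned, osteoblastogenesis in progenitor-like cells rose beyond the limits of random lists at 0.21 (percentile 98). Tenocyte-like cells showed lower values in HFD, with a score difference of −0.0664 and a median of −0.21 (−0.30 to −0.14, percentile 0.21). Osteoblast-like cells (60 ND and 128 HFD) had a score difference of −0.0254 and a median of 0.057 (−0.11 to 0.12, percentile 86.7). Early and mid pseudotime gave differences of 0.00501 and −0.0126, and late pseudotime, with 4 ND cells, 0.180. The late value changed direction with other settings: parts of equal cell number gave −0.0167 and the first principal component −0.0311. In those settings the mid differences were −0.0331 and −0.0266, so that lower values in HFD were not confined to the late part. Spp1, which is in this list, had 1132 UMIs in ND and 12369 in HFD osteoblast-like cells, a log2 ratio of 2.43; over all mesenchymal-like cells the ratio was 2.63 (2.56 to 2.71). It is also a marker by which the subcluster was named, and the 5 of 60 ND and 11 of 128 HFD cells richest in it held 85.4% and 94.6% of its UMIs.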

Signaling pathway changes across pseudotime and by mesenchymal cell subcluster was next assessed (Fig. 5h–k’, Fig. S8). Interestingly, numerous signaling pathways showed alteration in mesenchymal cells derived from HFD conditions, and much of these changes were most evident in the more stem-like mesenchymal cell subcluster. Those with highest predicted derangement are shown in Fig. 5h–k’, and include mammalian target of rapamycin (mTOR), TGFβ, and Wnt pathways which were decreased in early pseudotime among HFD exposed mesenchymal progenitor cells (Fig. 5h–j’). 

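In progenitor-like cells the mTOR module score was −0.0144 ± 0.0567 in ND and −0.0258 ± 0.0607 in HFD, a difference of −0.0114, while the median log2 ratio of 50 genes was 0.036 (−0.091 to 0.091, percentile 32.8). At 1000 UMIs per cell, mTOR in progenitor-like cells had a median of −0.19 (percentile 2.25), lower in HFD and beyond the limits of random lists. For TGFβ the scores were 0.0462 ± 0.101 and 0.0427 ± 0.108 (difference −0.00347) and the median over 57 genes 0.014 (−0.042 to 0.10, percentile 28.3). The Wnt score was higher in HFD, −0.0247 ± 0.0642 against −0.0354 ± 0.0565 in ND (difference 0.0107, 0.00873 with cells thinned), and so was its median, 0.15 (0.042 to 0.21; 63 genes, percentile 99). Beyond the limits of random lists at full depth, Wnt in progenitor-like cells lay within them with cells thinned (0.17, percentile 94.2), with a minimum of 100 UMIs per gene (0.10, percentile 90.7), with subclusters from log-normalized counts (0.083, percentile 73.4) and with the Reactome list (0.068, percentile 81.7). In early pseudotime the score differences were −0.0119 for mTOR, −0.00576 for TGFβ and 0.00858 for Wnt. In mid pseudotime they were −0.0114, 0.00499 and 0.00723. The tenocyte-like medians were 0.055, 0.043 and 0.062, and the osteoblast-like medians −0.10, 0.11 and 0.054, in the same order. Of these only TGFβ in osteoblast-like cells lay beyond the limits (percentile 98.7), and the median for TGFβ in osteoblast-like cells turned to −0.071 with cells thinned. It lay within the limits with a minimum of 100 UMIs (0.11, percentile 95.4) and with subclusters from log-normalized counts (0.054, percentile 88.8), and by a narrow margin with the Reactome list (0.11), while mTOR in osteoblast-like cells fell under them with cells thinned (−0.55, percentile 1.52).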

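The MAPK module score of progenitor-like cells was 0.140 ± 0.0810 in ND and 0.106 ± 0.0797 in HFD. The difference of −0.0346 was the farthest from 0 of the 14 lists in this subcluster. Differences in tenocyte-like and osteoblast-like cells were −0.0326 and −0.0167, and with cells thinned to 1000 UMIs the 3 differences were −0.0272, −0.0265 and −0.00147. In tenocyte-like cells the osteoblastogenesis and BMP differences were farther from 0, and in osteoblast-like cells those of JAK-STAT, osteoblastogenesis, mTOR, BMP, Notch and adipogenesis. The median log2 ratio of 108 MAPK genes in progenitor-like cells was −0.041 (−0.10 to 0.017, percentile 0.21), with 51 genes higher and 57 lower in HFD. The medians in tenocyte-like (−0.00094, percentile 13.5) and osteoblast-like cells (−0.016, percentile 44.8) lay within the limits of random lists at full depth and under them with cells thinned (−0.25 for MAPK in tenocyte-like cells and −0.31 for MAPK in osteoblast-like cells). Along pseudotime the score differences were −0.0317 early, −0.0318 mid and 0.0103 late. The list shares 12 of its 113 genes (Dusp1, Fos, Gadd45b, Gadd45g, Hspa1a, Hspa1b, Hspa8, Hspb1, Jun, Jund, Myc and Nr4a1) with the dissociation and immediate-early response list. Without them, the progenitor-like score difference was −0.00792, 22.9% of the full one, and the tenocyte-like and osteoblast-like differences were −0.000387 and 0.00350. The median for MAPK in progenitor-like cells, under the limits at full depth, lay within them with cells thinned (−0.084, percentile 4.61) and with the Reactome list (−0.043, percentile 3.83), and MAPK in tenocyte-like cells fell under them with a minimum of 100 UMIs per gene (−0.075, percentile 0.405). That Reactome list, MAP kinase activation in the Toll-like receptor (TLR) cascade, covers a narrower pathway. It shares 29 of its 46 genes with the MAPK list here. Without the 12 immediate-early and dissociation genes, the median for MAPK in progenitor-like cells was 0.012 (percentile 6.98).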

The MAPK signaling pathway was the most dysregulated pathway under HFD conditions, showing significant reduction across pseudotime and within each mesenchymal cell subcluster (Fig. 5k, k’). 

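VEGF genes (39 with enough UMIs) had a median log2 ratio of −0.013 (−0.080 to 0.086, percentile 7.59) in progenitor-like cells and a module score of 0.00183 ± 0.0712 in ND and −0.00967 ± 0.0705 in HFD (difference −0.0115, −0.00366 with cells thinned). Notch genes (40) had a median of 0.20 (0.10 to 0.28, percentile 99.7) and scores of −0.0232 ± 0.0593 and −0.0136 ± 0.0662 (difference 0.00962), higher in HFD. The direction for Notch changed with cells thinned, and the cause was not tested. At 1000 UMIs per cell, the median for Notch in progenitor-like cells was −0.13 (percentile 1.86) and the score difference −0.00772. In early pseudotime the score differences at full depth were −0.0112 for VEGF and 0.0104 for Notch, in mid pseudotime −0.00905 and 0.0147.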

Other signaling pathways likewise showed moderate reductions in morphogenic signaling under HFD conditions (Fig. S8), including VEGF and Notch pathways, which exhibited a decrease in early pseudotime among HFD-exposed mesenchymal progenitor cells. Additionally, Hedgehog and Jak-Stat pathways demonstrated a decrease in both early and late pseudotime within the mesenchymal progenitor subcluster. 

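Hedgehog genes (48) were higher in HFD in the progenitor-like subcluster, with a median log2 ratio of 0.19 (0.055 to 0.24, percentile 99.6) and a score difference of 0.00914 (ND −0.00564 ± 0.0661, HFD 0.00350 ± 0.0688). JAK-STAT genes (57) had a median of −0.036 (−0.12 to 0.081, percentile 1.88) and a score difference of −0.0198 (ND 0.0280 ± 0.0810, HFD 0.00820 ± 0.0820), lower in HFD. Early and late pseudotime gave 0.0107 and −0.0284 for Hedgehog, and −0.0185 and −0.0325 for JAK-STAT. Without 3 genes of the immediate-early list (Cdkn1a, Myc and Socs3), JAK-STAT in progenitor-like cells had a median of 0.017 (percentile 20). Its sign also changed with a minimum of 100 UMIs per gene (0.029) and with subclusters made from log-normalized counts (0.054). It stayed negative but within the limits with cells thinned (−0.11, percentile 4.92) and with mitochondrial, ribosomal protein, hemoglobin and neutrophil marker genes left out of the scaling (−0.027, percentile 4.1). Hedgehog in progenitor-like cells also lay within the limits with cells thinned (0.067, percentile 57.6) and with subclusters from log-normalized counts (0.13, percentile 90.3). With the Reactome Hedgehog list, Hedgehog in progenitor-like cells fell within the limits of random lists at 0.018 (percentile 20.1).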

As for FGF signaling, an initial decrease in early pseudotime was followed by an upward trend to finally decrease significantly at the latest pseudotime. 

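FGF score differences along pseudotime, HFD minus ND, were 0.00602 early, 0.00591 mid and 0.0581 late. The late value rests on 4 ND cells. In progenitor-like cells the FGF score was −0.0177 ± 0.0597 in ND and −0.00980 ± 0.0615 in HFD, and the median log2 ratio of 37 genes 0.094 (0.0062 to 0.19, percentile 71.4). Parts of equal cell number gave 0.00829, 0.00234 and 0.00304 from early to late.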

BMP signaling conspicuously decreased in mid pseudotime among HFD exposed mesenchymal progenitor cells.

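The BMP score difference in mid pseudotime was −0.0284, against −0.0112 in early and 0.0581 in late pseudotime, where 4 ND cells lay. With parts of equal cell number it was −0.0117, −0.0158 and −0.0318 from early to late, and along the first principal component 0.00157, −0.0165 and −0.0423, so that the lowest difference lay in the late part under both. By subcluster, the score difference was −0.0114 in progenitor-like cells (ND 0.0407 ± 0.0834, HFD 0.0293 ± 0.0874), −0.0447 in tenocyte-like and −0.0241 in osteoblast-like cells. The list medians (0.050, −0.063 and −0.051, percentiles 54.6, 4.52 and 20.3) lay within the limits of random lists at full depth. With each cell thinned to 1000 UMIs they were lower in HFD and beyond the limits in every subcluster: −0.17 for BMP in progenitor-like cells, −0.28 for BMP in tenocyte-like cells and −0.42 for BMP in osteoblast-like cells. A minimum of 100 UMIs per gene also put BMP in tenocyte-like cells under the limits (−0.21, percentile 0.03).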

Thus, HFD- feeding and consequent neuropathic and osteopathic changes are prominently observable at the single-cell transcriptional level within long bone periosteum, and include a transcriptional signature suggesting impaired stemness, proliferation, and differentiation potential associated with myriad signaling pathway changes.

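Over the 14 lists in progenitor-like cells, 3 medians lay under the limits of random lists (proliferation, MAPK and JAK-STAT), 3 over them (Wnt, Notch and Hedgehog) and 8 within. Module scores were lower in HFD for 9 lists and higher for 5. For 5 lists (stemness, adipogenesis, mTOR, TGFβ and BMP) the score and the median had opposite signs. Signs were read against 0, which was not the middle of the random lists: the positive medians of mTOR and TGFβ lay below that middle. In tenocyte-like cells 1 median lay under the limits and 0 over them, with 10 scores lower in HFD. In osteoblast-like cells 2 lay under and 3 over, with 8 scores lower. Of the osteoblast-like calls, those of stemness, adipogenesis, TGFβ, Hedgehog and JAK-STAT fell within the limits with cells thinned (0.21 for Hedgehog in osteoblast-like cells and −0.33 for JAK-STAT in osteoblast-like cells). With the Reactome list, Hedgehog in osteoblast-like cells turned to −0.053, and it lay within the limits with genes of 1 UMI included (0.084), with under 10% mitochondrial UMIs (0.16) and with subclusters from log-normalized counts (0.12). FGF in osteoblast-like cells rose beyond them with under 10% mitochondrial UMIs (0.20) and with subclusters from log-normalized counts (0.26). The dissociation and immediate-early response list, 37 genes counted beside these, had a median of −0.31 (−0.34 to −0.27) in progenitor-like cells and 36 genes lower in HFD. The paper compares module scores of ND and HFD cells by subcluster and along pseudotime, with cells as the unit of its test (Fig. 5, Fig. S8). From lower scores for stemness, proliferation and several pathways, above all MAPK, and from differences in adipogenesis and late osteoblastogenesis scores, it proposes that HFD impairs the stemness, proliferation and differentiation potential of periosteal cells.

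**Figure D2:**
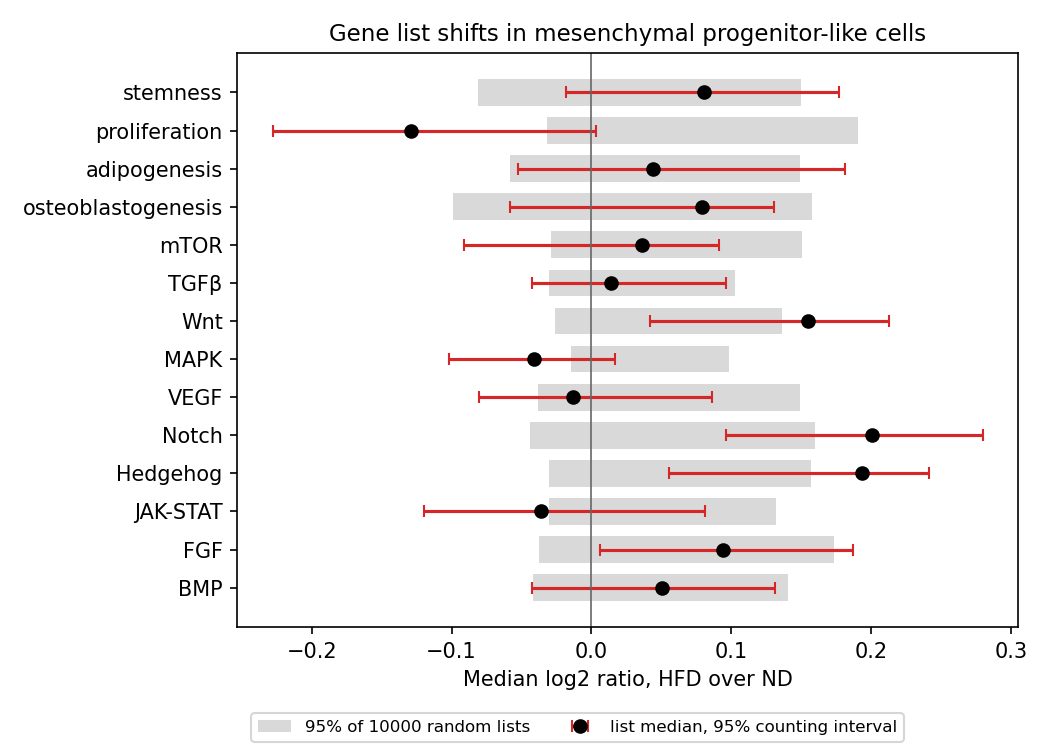
Median log2 ratio of HFD over ND (x axis) for each of 14 gene lists (y axis) in the progenitor-like subcluster. Points are list medians with 95% intervals for counting error (red lines), and gray bands hold 95% of 10000 random lists matched on expression. The proliferation point (−0.13) lies left of its band and the Notch (0.20) and Hedgehog (0.19) points right of theirs.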

### DRG neuron conditioned media restores the proliferation and differentiation capabilities of HFD-exposed periosteal cells

Having identified a skeletal neuropathy in diabetic conditions and implicated signaling pathways alterations in nerve-to-bone interactions, we next sought to validate these findings using isolated in vitro experimentation (Fig. 6). Freshly harvested periosteal mesenchymal cells were isolated from C57BL/6J mice exposed to either ND or HFD-feeding conditions for 12 weeks. These cells were either exposed to control medium or to conditioned media (CM) obtained from healthy mouse DRG neurons (Fig. 6a). Cell proliferation was first assessed (Fig. 6b). After 24 h of culture, the proliferation assay revealed an expected decrease in proliferation for periosteal cells^77^ from animals exposed to HFD compared to ND conditions. Supplementation of neuronal conditioned media (CM) led to enhanced proliferation for ND periosteal cells as well as restoration of proliferation for HFD periosteal cells, compared to respective controls. These outcomes were consistently replicated after 48 h and 72 h (Fig. 6b). Next, osteogenic differentiation was induced in ND and HFD periosteal cells with or without neural CM treatment. RT-qPCR analysis on the periosteal cells from animals exposed to HFD compared to ND conditions showed a decrease in differentiation marker *Runx2* and *Alpl* (Fig. 6c, day 21 of differentiation). Neural CM did not significantly increase expression levels in ND exposed periosteal cells but restored the expression of these markers in HFD periosteal cells. Consistent with gene expression findings, Alizarin red staining revealed a decrease in bone nodules in periosteal cells from animals exposed to HFD as compared to ND conditions.^78^ Neural CM treatment led to an increase in bone nodule deposition among ND exposed cells, and restored bone nodule deposition within HFD periosteal cells (Fig. 6d). Among all signaling pathways examined transcriptomically, MAPK signaling module scores showed the broadest derangement across pseudotime and among each mesenchymal subcluster in response to HFD. This insight prompted an examination of the effects of neural CM on MAPK signaling phosphorylation and activation among ND and HFD derived periosteal cell cultures (Fig. 6e, f). A MAPK phospho-protein array was performed after 72 h of culture with or without neural CM treatment among ND and HFD derived periosteal cells.^79^ Principal Component Analysis (PCA) of total protein extracted showed a distinct grouping of samples based on dietary treatment (Fig. 6e). Quantification of MAPK phosphorylated proteins revealed a significant decrease in MAPK signaling proteins including CAMP Responsive Element Binding Protein 1 (CREB), Glycogen Synthase Kinase 3 Alpha (GSK3a), extracellular signal-regulated kinases 1/2 (Erk1/2) and mTor under HFD conditions. Neural CM treatment led to robust increases in phospho-MAPK signaling, with the highest fold increases observed in CREB, GSK3a, MKK3, Erk1/2 and mTor expression in both ND and HFD periosteal cells when exposed to neural CM (Fig. 6f and Fig. S9). Thus, periosteal cells from HFD-fed mice demonstrate deficits in proliferative and osteogenic differentiation potential. Importantly, these cellular changes in proliferation, differentiation and signaling activity were restored by treatment of HFD-exposed periosteal cells to sensory neuron conditioned medium.

**Fig. 6:**
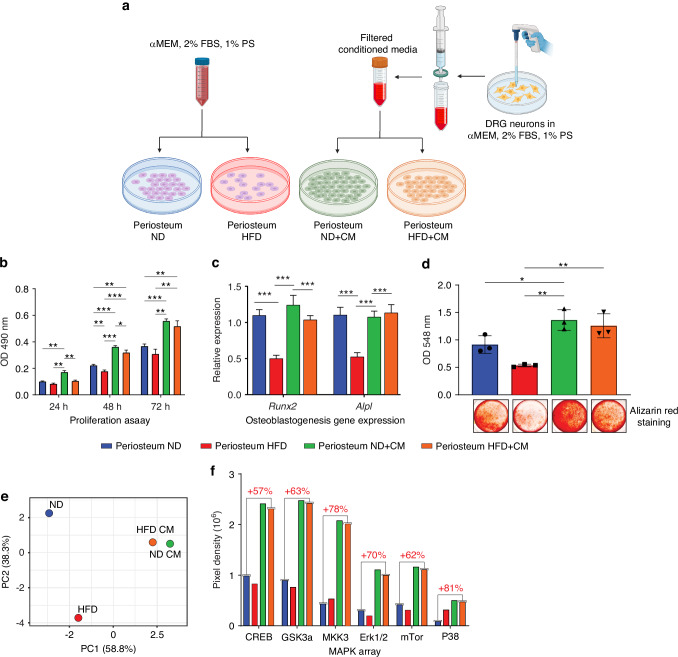
DRG neural conditioned media effects on periosteal cells after dietary intervention. **a** Schematic representation of mouse DRG neuron-derived conditioned medium (CM) and treatment of mouse periosteal cells derived from ND or HFD dietary treatment for 12 weeks. **b** Cell proliferation assay of periosteum mesenchymal cells isolated from ND or HFD-fed animals after 24, 48 and 72 h treated with DRG neuron-derived CM or control media. **c** Gene expression for osteogenic markers Runt-related transcription factor 2 (*Runx2*) and Alkaline Phosphatase (*Alpl*) after 72 h treatment with or without CM. **d** Quantification and staining for alizarin red 2 weeks after osteogenic differentiation with or without CM treatment. **e** PCA analysis of total protein extracted 2 wks after osteogenic differentiation with or without CM treatment. **f** Quantification of individual proteins from MAPK protein array. *n* = 3 per each group in the in vitro experiment. Graphs represent average values ± 1 SD. Two-tailed ANOVA with post-hoc analysis was performed between the four experimental groups. *P < 0.05, **P < 0.01 and ***P < 0.001

## Discussion

This study demonstrated that high-fat diet (HFD)-induced type 2 diabetes leads to peripheral neuropathy affecting the innervation of long bones, particularly the periosteum. The analysis of long bone microarchitecture revealed a reduction in both trabecular and cortical bone mass under HFD conditions. The computational model employed in this study deciphered the intricate communication between somatosensory neurons and the periosteal cellular niche, highlighting the crucial role of this neuro-osteogenic circuitry in regulating bone homeostasis.

Peripheral neuropathy has many potential causes, with diabetic peripheral neuropathy (DPN) being the most common subtype. DPN can result in severe complications, from paresthesia to limb loss. While the precise cause of DPN remains unknown, theories involving metabolic, neurovascular, and autoimmune pathways have been suggested. In this study, quantitative analyses revealed a significant reduction in intraepidermal nerve fiber density and delayed paw withdrawal time, confirming the development of diabetic polyneuropathy in HFD-fed mice. Furthermore, immunostaining for neuronal markers showed a substantial decrease in total, sensory, and sympathetic nerve fibers within the periosteum of the femur, tibia, and metatarsus, indicating that HFD-induced neuropathy extended to skeletal innervation. These findings are in line with other observations where, for example, bone marrow innervation was found to be reduced in a type 1 diabetes model.^80^

The intricate paracrine interactions between the somatosensory nervous system and bone is becoming increasingly evident.^33,81^ Here, we focused on potential neurotrophic/neurosecretory functions of the peripheral nervous system to long bone periosteum under homeostatic conditions. Several neural ligands were identified, including growth factors (VEGFA, NRG1, GMFB, PDGFA, and PDGFB) and neuropeptides (GAL, CALCA, BDNF, and CALCB), that are predicted to interact with receptors on periosteal stromal/vascular and periosteal immune cells. These ligands are known to play crucial roles in osteoblast and osteoclast function, bone homeostasis, and repair processes. Interestingly, some ligands, such as VEGFA and GMFB, were found to activate both mesenchymal and immune cell populations, suggesting shared signaling pathways across cell types within the periosteal niche. The identification of these neural ligands and their potential interactions with periosteal cells provides insights into the communication between the peripheral nervous system and bone, which may be disrupted in diabetic conditions.^37,48,82–86^ Of note, dysfunction in peripheral nerves have also been postulated to contribute to diabetic bone disease via abnormal bone loading (neurotraumatic hypothesis)^87^ and or abnormal nerve-to-vessel signaling (neurovascular hypothesis), and these concepts were not explicitly explored here.

The impact of high-fat diet (HFD) conditions on periosteal cell signaling pathways has significant implications for bone health.^88,89^ This study revealed dysregulation of diverse signaling pathways, including mTOR, TGFβ, Wnt, VEGF and MAPK, in periosteal cells under HFD conditions. Notably, the MAPK signaling pathway was prominently downregulated in response to HFD across mesenchymal cells and subclusters, and was seen by decreased phosphorylation of MAPK signaling molecules, such as CREB, GDK3a, mTor and ERK1/2 when isolated in culture. Recent research highlights the involvement of CREB, GSK3α, ERK1/2, and mTOR in the pathophysiology of diabetic bone disease. CREB, essential for glucose homeostasis and β-cell survival, is regulated by glucose-induced calcium entry and phosphorylation via ERK1/2, underscoring its role in diabetes management.^90^ While specific studies on GSK3α in diabetic bone disease are limited, GSK3 inhibition generally promotes osteogenic differentiation, potentially counteracting diabetes-induced bone loss.^91^ The ERK1/2 pathway exhibits a biphasic role in osteogenesis, promoting bone formation in precursor osteoblasts but inhibiting it in mature cells, and also modulates CREB phosphorylation, linking it to glucose-mediated β-cell survival. Additionally, the mTOR pathway, critical for cellular energy metabolism, interacts with ERK1/2 to regulate osteoblast function and energy metabolism, with its inhibition shown to reduce bone formation.^90,91^ The restoration of MAPK signaling and associated cellular processes upon exposure to neural conditioned media highlights the potential therapeutic implications of targeting this pathway in diabetic bone.

Several limitations to the above study deserve acknowledgement. First, the study utilized young animals (4–16 weeks old), and the effects observed may differ in older populations or with longer durations of diabetes. Second, the study focused solely on male mice, and potential sex-specific differences in the observed phenomena cannot be ruled out.^92–94^ This is specifically important in that men and women experience orthopedic pain differently, suggesting biological relevant sex differences in somatosensory pathways to bone.^95,96^ Finally, the neural conditioned media used in the in vitro experiments was derived from a mixed population of DRG neurons and non-neuronal support cells present within the ganglia, which may not with high fidelity represent the specific somatosensory neural signals present in the periosteal niche.

In summary, this study provides compelling evidence that HFD-induced type 2 diabetes leads to peripheral neuropathy affecting the innervation of long bones. The identification of neural ligands and their potential interactions with periosteal cells, as well as the dysregulation of signaling pathways, offer insights into the mechanisms underlying the observed bone alterations in diabetic conditions. While acknowledging the limitations of the study, these findings contribute to our understanding of the complex interplay between the nervous system, metabolism, and skeletal health, paving the way for potential therapeutic interventions targeting these pathways in diabetic bone disorders.

## Material and methods

### Animal use

All experiments were conducted under Johns Hopkins University ACUC approval. C57BL/6J male mice were purchased from Jackson Laboratories Bar Harbor, Maine. HFD feeding was instituted at 4 weeks of age and animals were maintained on normal diet (ND) chow or high-fat diet (HFD) chow containing 60% of calories from fat (Research Diets, New Brunswick, NJ; catalogue #D12492) for 12 weeks. Right femurs, tibias and 1^st^ metatarsal bones were harvested and fixed overnight in 4% paraformaldehyde at 4 °C and were used for micro-computed tomography (µCT) and histology. Muscles and connective tissues were removed from left femurs, tibias, and were digested to isolate periosteal cells. *n* = 5 male C57BL/6J mice were analyzed for periosteal nerve quantification, *n* = 8 for femoral and tibial microarchitecture analysis, and *n* = 6 for metatarsal microarchitecture analysis were used.

### Glucose tolerance test (GTT) and insulin tolerance test (ITT)

Tests were performed at 16 weeks of age, after 12 weeks of HFD or ND feeding. Mice were fasted for 6 h by removing food at 8 am, and tests were initiated at 2 pm. Fasting glucose was measured after the 6 h fast. Blood glucose levels were measured at 0, 15, 30, 60, 90 and 120 min after glucose (1 g/kg) i.p. injection and at 0, 15, 30, 60, 90 and 120 min after insulin (0.5 unit/kg) i.p. injection. Blood glucose levels were monitored from the tail-tip using a hand-held glucometer (Contour next EZ, Ascensia Diabetes Care US Inc, NJ, USA).

### Dual-energy X-ray absorptiometry (DXA) assessment of body composition

Measurement of body composition including body weight, fat body mass, and percentage of fat mass was assessed by DXA at baseline and every 4 weeks until the cessation of the feeding period using a UltraFocus Faxitron equipment (Faxitron Bioptics, Tucson, AZ).

### Micro-Computed Tomography (MicroCT) scans and analyses

MicroCT scans were performed using a SkyScan1172 high-resolution microCT imaging system (Bruker, Kontich, Belgium). Right femurs, tibias and the first metatarsus of mice were scanned at a resolution of 6 µm with the following settings: 1 mm of aluminum filter, X-ray voltage of 65 kVP, anode current of 153 uA, exposure time of 65 ms, frame averaging of 4, and rotation step of 0.3 degrees. Three-dimensional images were then reconstructed from the 2D X-ray projections by implementing the Feldkamp algorithm using a commercial software package NRecon software (2.0.4.0 SkyScan). For the 3D morphometric analyses of images, CTVox and CTAn software (1.13 SkyScan) were used. The following trabecular bone microarchitectural parameters were calculated: bone volume/total volume ratio (BV/TV, %), trabecular thickness (Tb.Th, µm), trabecular number (Tb.N, /mm^−1^), and trabecular separation (Tb.Sp, µm). Cortical bone parameters were determined from 50 slices at the femoral and tibial mid-shaft, and 20 slices at the metatarsal mid-shaft. The following parameters were calculated: cortical bone area (Ct.Ar, mm^2^), cortical perimeter (Ct.Pm, mm), cortical thickness (Ct.Th, µm), and polar moment of inertia (pMOI, mm^4^). The femur length was measured manually on microCT reconstructed images using CtAn software. Briefly, after realigning the femur perpendicularly, the distance between the distal and proximal epiphyses were measured by using the measurement tool available on CtAn.

### Histology and immunohistochemistry

Right femurs, tibias and the first metatarsal bones were harvested at the experiment endpoint and placed in 4% paraformaldehyde (PFA) at 4 °C for 24 h. After sequential washes in PBS x 3 for 20 min, samples were decalcified in 14% EDTA (Thermo Fisher Scientific, Waltham, MA) for 28 day at 4 °C. For cryosections, samples were cryoprotected in 30% sucrose overnight at 4 °C before embedding in OCT (Tissue-Tek 4583, Torrance, CA). Sagittal sections were obtained at 14 or 40 µm thickness. Sections were mounted on adhesive slides (Fisherbrand™ Superfrost™ Plus Microscope Slides, Fisher Scientific, Nazareth, PA). For immunohistochemistry, sections were washed in PBS x 3 for 10 min, and permeabilized with 0.5% Triton-X for 30 min. Next, 3% normal goat or donkey serum was applied for 60 min, then incubated in primary antibodies overnight at 4 °C in a humidified chamber (see Table S1 for antibodies used). The following day, slides were washed in PBS, incubated in the appropriate secondary antibody for 1 h at 25 °C, then mounted with DAPI mounting solution (Vectashield H-1500, Vector Laboratories, Burlingame, CA). Digital images were captured with 10–20× objectives using upright fluorescent microscopy (Leica DM6, Leica Microsystems Inc., Buffalo Grove, IL) or confocal microscopy (Zeiss LSM780 FCS, Carl Zeiss Microscopy GmbH, Jena, Germany). For immunostaining analysis, the surface plugin in Imaris software v9.3 (Oxford Instruments, Belfast, UK) was used, six random 20x three-dimensional volumetric regions of interest (200*1 000*40 pixels) were analyzed per sample which were centered around the periosteum. Data per sample is presented as a mean value of all six regions of interest. In all cases, the assessors were blinded to the different groups.

### DRG isolation, culture and conditioned media (CM) preparation

Lumbar (L1-L5) DRGs were harvested at the experimental endpoint and kept in cold αMEM with 10% FBS and 1x penicillin/streptomycin.^17^ DRGs were then digested with 1 mg/mL type I collagenase (Thermo Fisher Scientific) and 5 mg/mL dispase II (Thermo Fisher Scientific) in αMEM at 37 °C for 70 min, and dissociated into single cells by trituration with a 1-mL pipette tip. The dissociated cells were filtered with a 70-μm cell strainer and centrifuged at 500 rcf for 5 min. Cells were immediately mixed with pre-warmed αMEM with 5% FBS, 1x penicillin/streptomycin, 1x Glutamax (Thermo Fisher Scientific), and anti-mitotic reagents (20 μmol/L 5-fluoro-2-deoxyuridine and 20 μmol/L uridine, Sigma-Aldrich) and 10 000 cells were seeded into 12-well plates pre-coated with 100 μg/mL poly-D-lysine (Sigma-Aldrich) and 10 μg/mL laminin (Thermo Fisher Scientific). Next, to generate conditioned media (CM), DRG neurons were allowed to grow for 4–5 day to expand their axonal network. The media was then changed to αMEM with 1% FBS. Neural CM was harvested every day for 5 days, filtered (0.22 µm) and frozen at −80 °C until use. Unconditioned medium with the same base constituents was used as a control in all experiments.

### Periosteum progenitor cells isolation and culture

Three left femurs and tibias were harvested from ND and HFD groups at the experimental endpoint. The dissected bones were digested in 3 mg/mL collagenase I (Worthington), 4 mg/mL dispase II (Roche) in PBS for 6 × 15 min at 180 r/min at 37 °C.^97^ Samples were run through a 40 μm filter (VWR) and rinsed with 3 mL αMEM (Gibco) with 20% FBS. Cells were centrifuged at 300 × *g* for 30 min at 4 °C. The cell pellet was washed twice with 1 mL PBS and spun for 10 min at 300 × *g* at 4 °C. Cells were cultured in αMEM, 2 mmol/L GlutaMax, 10% FBS until they reached 75% confluence. An MTS assay was used to quantify cell proliferation at 24, 48 and 72 h of culture with or without neural CM treatment, based on the manufacturer’s protocol.^98,99^ A MAPK phospho-protein array was performed using C-Series Human/Mouse MAPK Phosphorylation Antibody Array kit (Raybiotech Inc), which was performed after 72 h of culture with or without neural CM treatment.^79^

### Osteogenic differentiation

Osteogenic differentiation medium consisted of neural CM or DMEM, 10% FBS, 1% penicillin/streptomycin with 100 nmol/L dexamethasone, 10 mmol/L β-glycerophosphate, and 50 μmol/L ascorbic acid (Sigma-Aldrich). Medium was changed every 3 days for 2 weeks. Alizarin red S (Sigma-Aldrich) staining was used to detect mineralization. Sodium hydroxide (0.1 N) was used to dissolve the calcium precipitate and quantified by absorbance at 548 nm.

### RNA isolation and quantitative real-time polymerase chain reaction

TRIzol (Life Technology, Waltham, Massachusetts) was used for total RNA isolation. Then, according to the manufacturer’s instructions, iScript cDNA Synthesis Kit (Bio-Rad, Hercules, California) was used to generate cDNA from RNA. SYBR Green PCR Master Mix (Life Technology) was used for quantitative real-time polymerase chain reaction (qRT-PCR). Primer information is provided in Table S2. *n* = 3 wells per group, and all studies were performed in three biological replicates.

### Single cell RNA sequencing (scRNA-Seq)

Four left femurs and tibias were dissected from ND and HFD groups at the experimental endpoint for scRNA-Seq. The bones were digested in a pre-warmed dissociation solution [3 mg/mL collagenase I (Worthington) and 4 mg/mL dispase II (Roche) in PBS] for 1.5 h at 180 r/min at 37 °C, run through a 40 μm filter (VWR) and rinsed with 3 mL medium [αMEM (Gibco) with 20% FBS, 1% penicillin/streptomycin]. Periosteal cells were centrifuged at 300 × *g* for 30 min at 4 °C. The cell pellet was washed twice with PBS and spun for 10 min at 300 × *g* at 4 °C. Periosteal cells were then resuspended in HBSS at a concentration of ~1 000 cells/μL. Cell viability was assessed with Trypan blue exclusion on a Countess II (ThermoFisher Scientific) automated counter and showed >85% viability. Cells were sent to the JHMI Transcriptomics and Deep Sequencing Core. The library was generated using the 10X Genomics Chromium controller following the manufacturer’s protocol. Cell suspensions were loaded onto a Chromium Single-Cell A chip along with reverse transcription (RT) master mix and single-cell 3’ gel beads, aiming for 10 000 cells per channel. Following generation of single-cell gel bead-in-emulsions (GEMs), reverse transcription was performed, and the resulting Post GEM-RT product was cleaned up using DynaBeads^®^ MyOne^TM^ Silane beads. The cDNA was amplified, SPRIselect (Beckman Coulter, Brea, CA) cleaned and quantified then enzymatically fragmented, and size selected using SPRIselect beads to optimize the cDNA amplicon size prior to library construction. An additional round of double-sided SPRI bead cleanup was performed after end repair and A-tailing. Another single-sided cleanup was done after adapter ligation. Indexes were added during PCR amplification and a final double-sided SPRI cleanup was performed. Libraries were quantified by Kapa qPCR for Illumina Adapters (Roche) and size was determined by Agilent Bioanalyzer 2100. Read 1 primer, read 2 primer, P5, P7, and sample indices were incorporated per standard GEM generation and library construction via end repair, A-tailing, adapter ligation and PCR. Libraries were generated with unique sample indices (SI) for each sample. Libraries were sequenced on an Illumina NovaSeq 6000 SP 100 cycle (San Diego, CA). *CellRanger* was used to perform sample de-multiplexing, barcode processing, and single-cell gene counting (Alignment, Barcoding, and UMI Count) at the JHMI Transcriptomics and Deep Sequencing Core. Downstream analysis steps were performed using *Seurat Version 4.4.0*. 

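Of the ND barcodes, 258 had 500 or fewer detected genes and 56 had 20% or more mitochondrial UMIs; of the HFD barcodes, 388 and 42. No barcode of either library reached 8000 genes, so that the upper limit removed none. The kept cells hold 48106513 ND and 49411888 HFD UMIs, with median mitochondrial shares of 1.04% and 1.05%.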

Cells were first filtered to have >500 and <8 000 detected genes, as well as less than 20% mitochondrial transcripts. *SCTransform*, including regression for cell cycle scores derived using the *CellCycleScoring* function, and dimensional reductions using uniform manifold approximation and projection (UMAP) was performed using *Seura*t. Pathway activation or module scores were generated using the *AddModuleScore* function of *Seurat* using validated gene lists from KEGG pathways. Module scores for signaling pathways were performed using the Escape R package (v0.99.0). Gene sets were derived from the Hallmark library of the Molecular Signature Database and from previous publications.^76,100,101^

### Statistical analysis

Data are expressed as mean ± 1 SD. All statistical analyses were conducted using Prism (GraphPad). Comparisons between groups were analyzed by either a Student’s *t* test (unpaired) or ANOVA. Before performing ANOVA tests, the Shapiro–Wilk test was performed to check normality, and the Bartlett’s Test was used to check homogeneity of variances. The Tukey-Fisher LSD criterion was used to perform pairwise post-hoc testing. *P* values less than 0.05 were considered statistically significant.

## Supplementary information

Supplementary data

## Data Availability

All study data are included in the article and/or supplementary materials. Transcriptomic data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) under SuperSeries (GSE272612). DRG single cell sequencing data was obtained from GEO (GSE139088).

# Supplementary material for: Reduced somatosensory innervation alters the skeletal transcriptome at a single cell level in a mouse model of type 2 diabetes
**Source:** Bone Res. 2025 Jul 4;13:67. doi: 10.1038/s41413-025-00436-x
**Supplement:** Supplementary file 1 — Supplementary data

**Supplementary data**

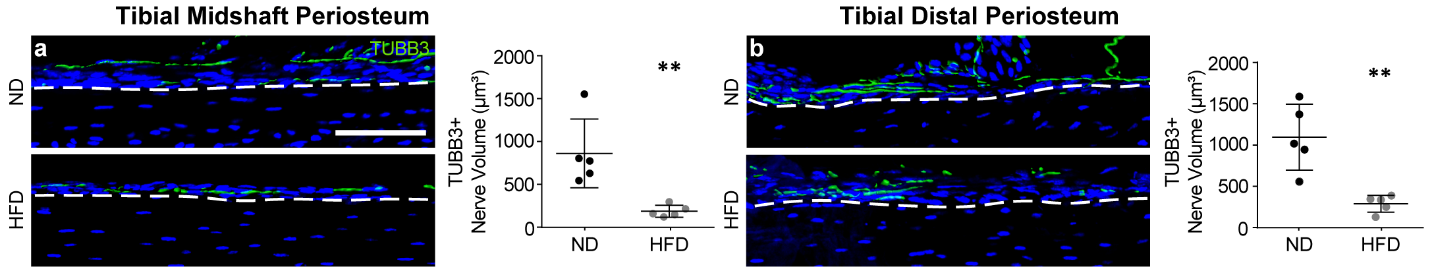

**Fig. S1. High-fat diet (HFD) feeding induces periosteal bone neuropathy.**

Normal diet (ND) or HFD feeding in C57BL/6J mice was instituted on week 4 of life, with analysis at week 16 of life. (**a**) The innervation of the tibial midshaft periosteum is visualized through the pan-neural marker β III-tubulin (TUBB3) immunostaining, represented in green. (**b**) The innervation of the proximal tibial periosteum is visualized through the pan-neural marker β III-tubulin (TUBB3) immunostaining, represented in green. n = 5. Scale bar: 100 µm. Graphs represent average values ± 1 SD, ***P*< 0.01. Comparisons between groups were analyzed by unpaired Student’s t test.

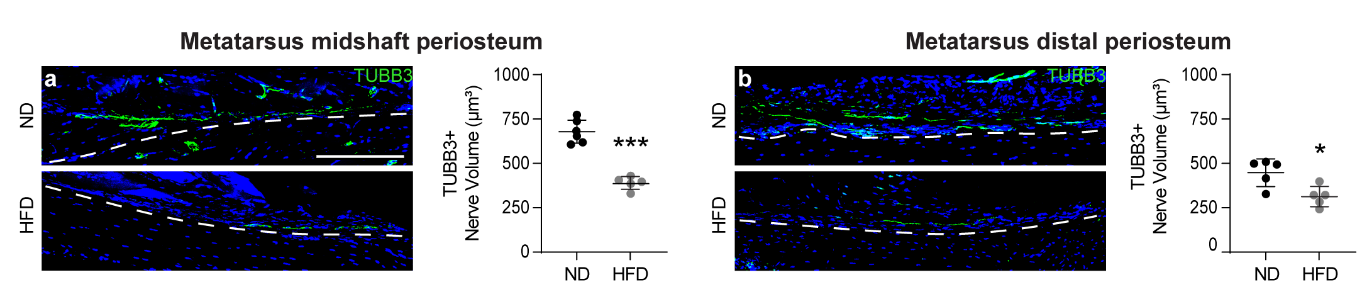

**Fig. S2. HFD feeding induces neuropathic change in the metatarsal periosteum.**

(**a**) Immunostaining and quantification of innervation of the metatarsal midshaft periosteum as visualized through the pan-neural marker β III-tubulin (TUBB3) immunostaining, represented in green. (**b**) TUBB3 immunostaining and quantification of innervation of the distal metatarsal periosteum. n = 5. Scale bar: 100 µm. Graphs represent average values ± 1 SD, **P*<0.05 and ****P*<0.001. Comparisons between groups were analyzed by unpaired Student’s t test.

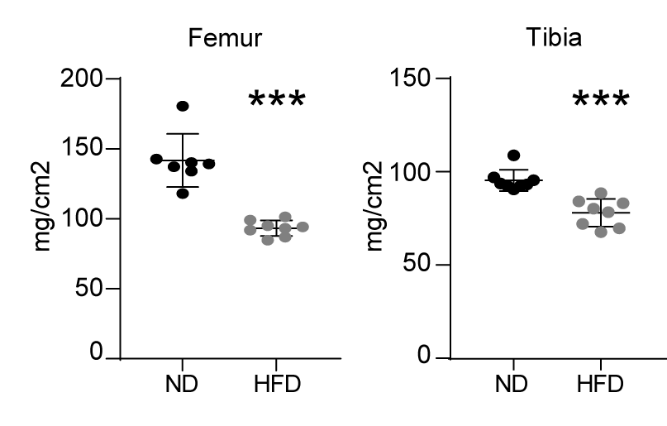

**Fig. S3. HFD feeding reduces bone mineral density.**

Quantification of DXA imaging in femur and tibia among ND and HFD-fed animals after 12 wks of dietary treatment. n =7 and 8 for ND and HFD-fed mice, respectively. Graphs represent average values ± 1 SD, ****P*<0.001. Comparisons between groups were analyzed by unpaired Student’s t test.

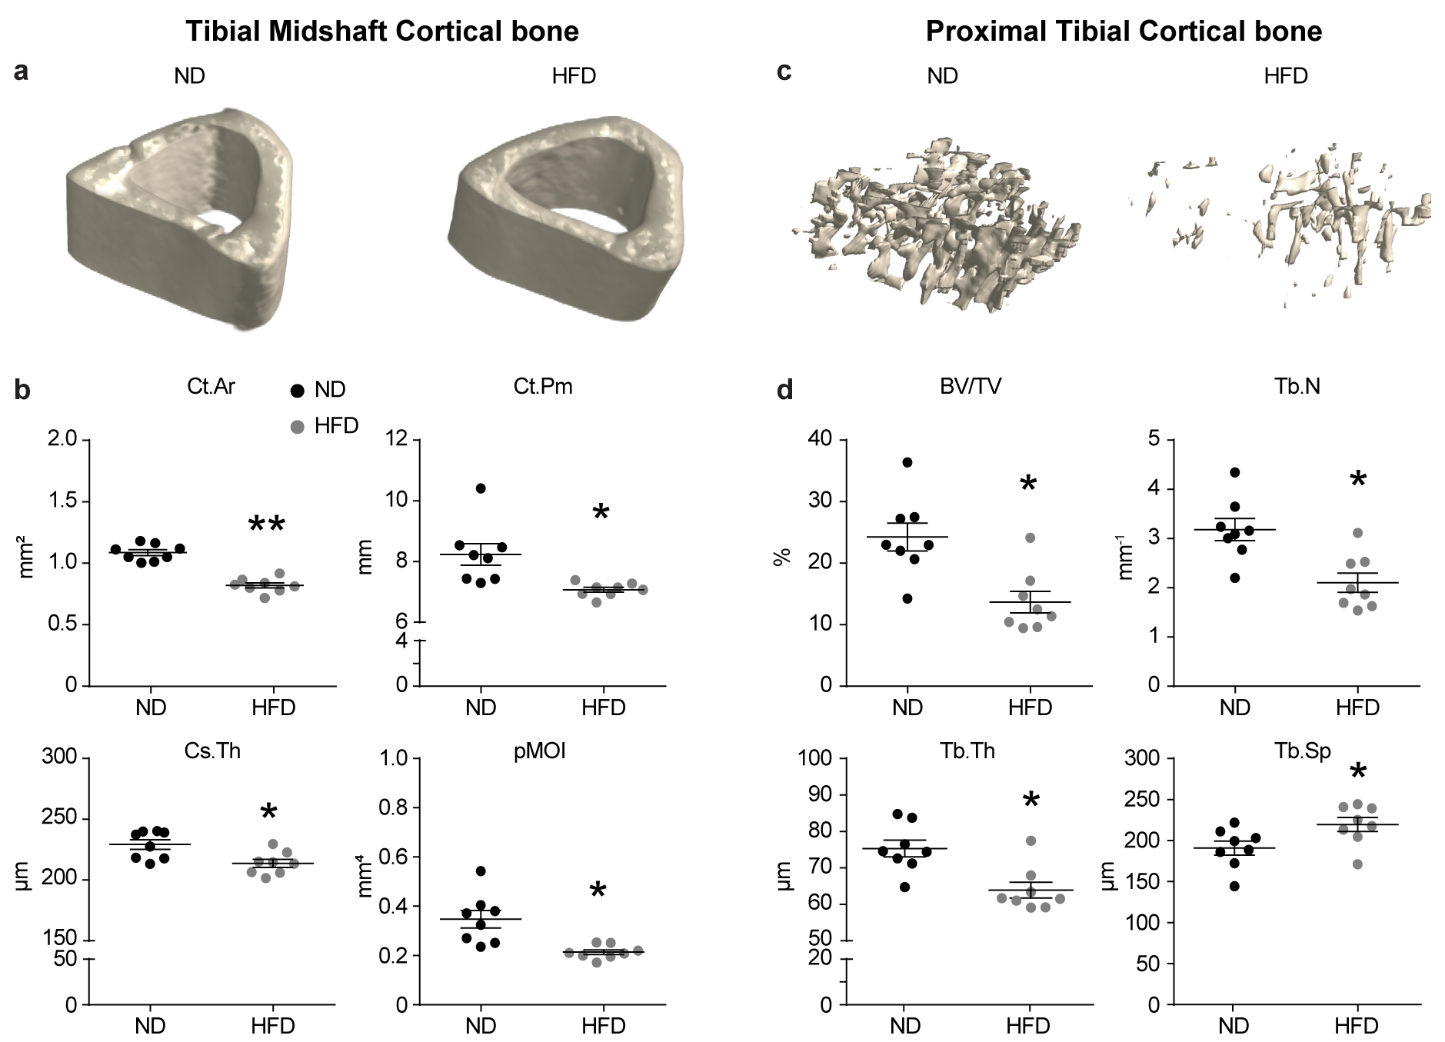

**Fig. S4. HFD feeding alters bone structural parameters of the tibia.**

(**a**) µCT images of tibial midshaft cortical bone following 12 wks of dietary treatment. (**b**) µCT quantifications of cortical area (Ct.Ar), cortical perimeter (Ct.Pm), cross-sectional thickness (Cs.Th) and polar moment of inertia (pMOI). n = 8 mice / group. (**c**) µCT images of distal tibial trabecular bone following 12 wks of dietary treatment. (**d**) µCT quantifications of Bone volume per total volume (BV/TV), Trabecular thickness (Tb.Th), Trabecular number (Tb.N) and trabecular separation (Tb.Sp) among ND and HFD-fed groups. n = 8 mice / group. Graphs represent average values ± 1 SD, **P*<0.05, ***P*<0.01. Comparisons between groups were analyzed by unpaired Student’s t test.

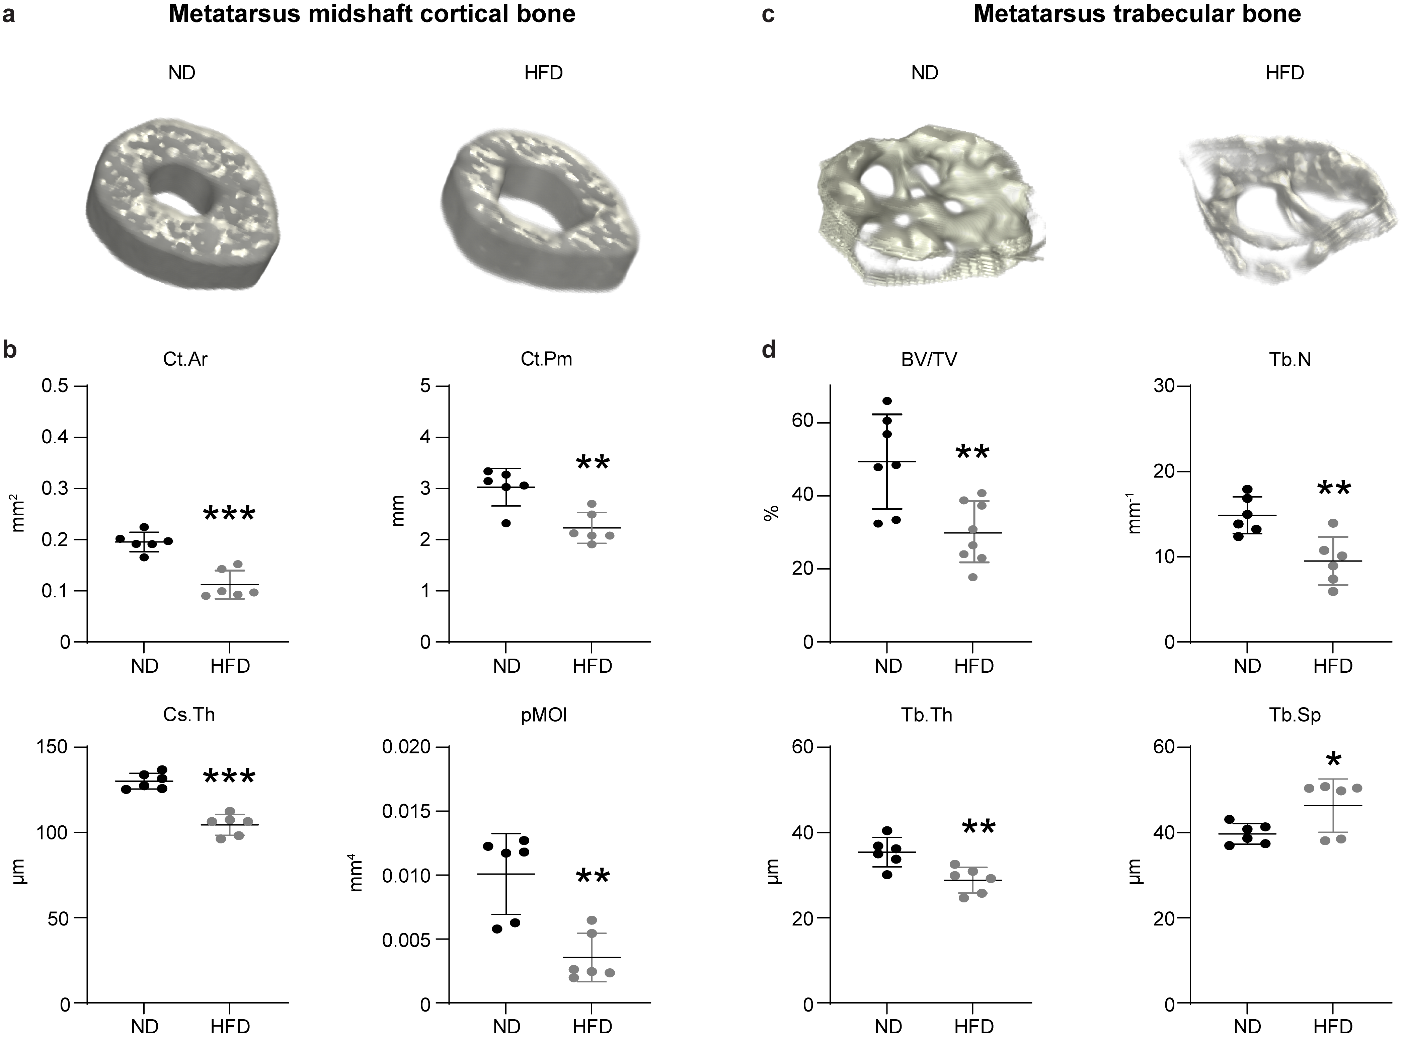

**Fig. S5. HFD feeding alters bone structural parameters of the 1st metatarsus.**

(**a**) µCT images of 1^st^ metatarsal midshaft cortical bone following 12 wks of dietary treatment. (**b**) µCT quantifications of cortical area (Ct.Ar), cortical perimeter (Ct.Pm), cross-sectional thickness (Cs.Th) and polar moment of inertia (pMOI). n=6 mice / group. (**c**) µCT images of distal 1^st^ metatarsal trabecular bone following 12 wks of dietary treatment. (**d**) µCT quantifications of Bone volume per total volume (BV/TV), Trabecular thickness (Tb.Th), Trabecular number (Tb.N) and trabecular separation (Tb.Sp) among ND and HFD groups. n = 6 mice / group. Graphs represent average values ± 1 SD, **P*<0.05, ***P*<0.01 and ****P*<0.001. Comparisons between groups were analyzed by unpaired Student’s t test. ND: Normal diet; HFD: High-fat diet.

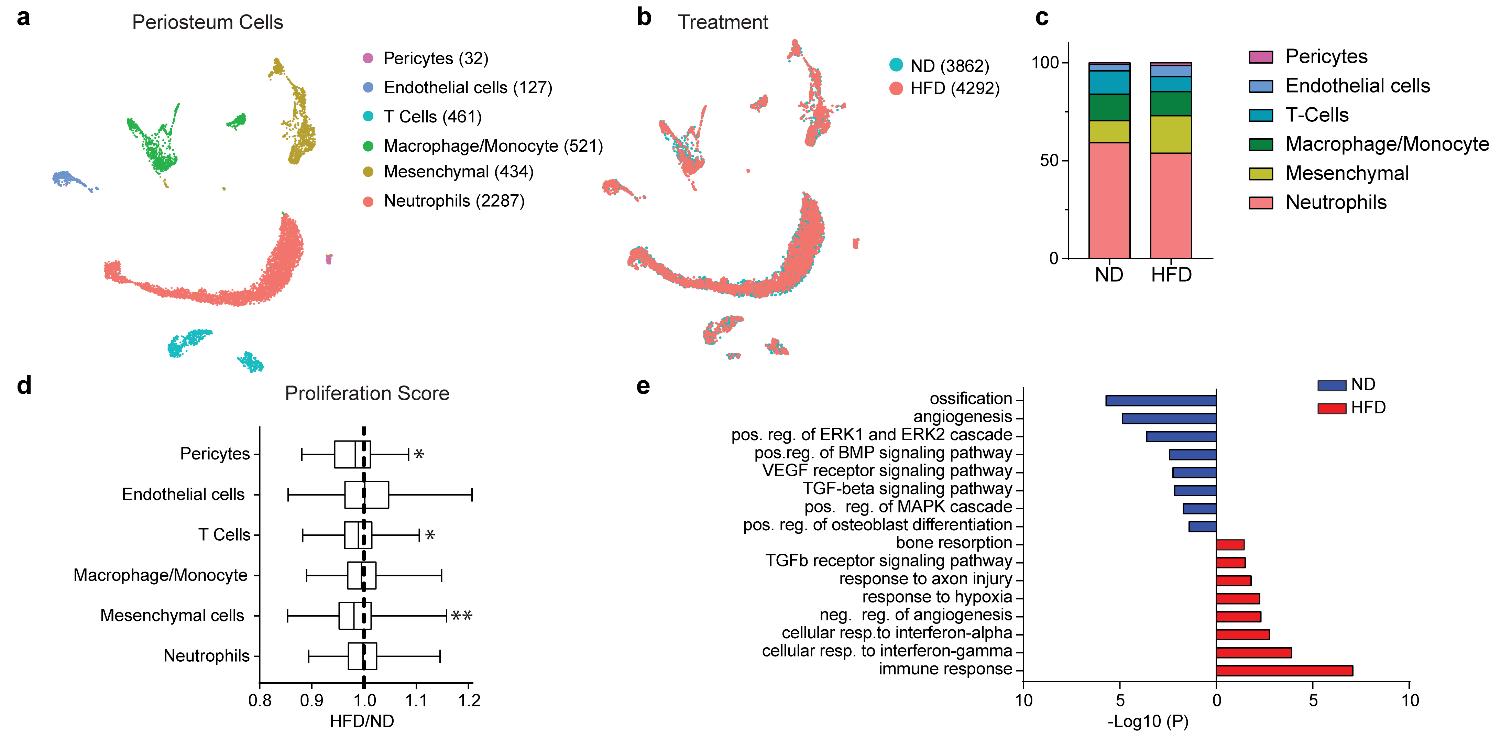

**Fig. S6. High-fat diet (HFD) feeding disturbs the skeletal cell phenotype.**

12 weeks after the initiation of the dietary treatment, four left femurs and tibias from ND and HFD mice were dissected. Periosteal cells were isolated, and scRNA-sequencing and analysis were performed. (**a**) UMAP visualization femoral and tibial periosteal cells clusters and (**b**) by treatment with HFD or ND feeding. (**c**) Cellular composition of cell clusters based on dietary treatment. (**d**) Analysis of proliferation module score across periosteum cell clusters under ND or HFD feeding conditions. 

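In the counts used here, the 6 classes together held 4010 HFD cells; a further 1915 HFD cells (30.8%, 29.6 to 31.9) were named as other cell types and 299 stayed unnamed.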

Values greater than 1 indicate increased signaling activation in HFD group while values less than 1 indicate reduced expression among the HFD group. (**e**) Gene ontology (GO) term enrichment of the total periosteal cellular niche based on dietary treatment condition. Blue indicates upregulated GO terms with ND. Red indicates upregulated GO terms with HFD.

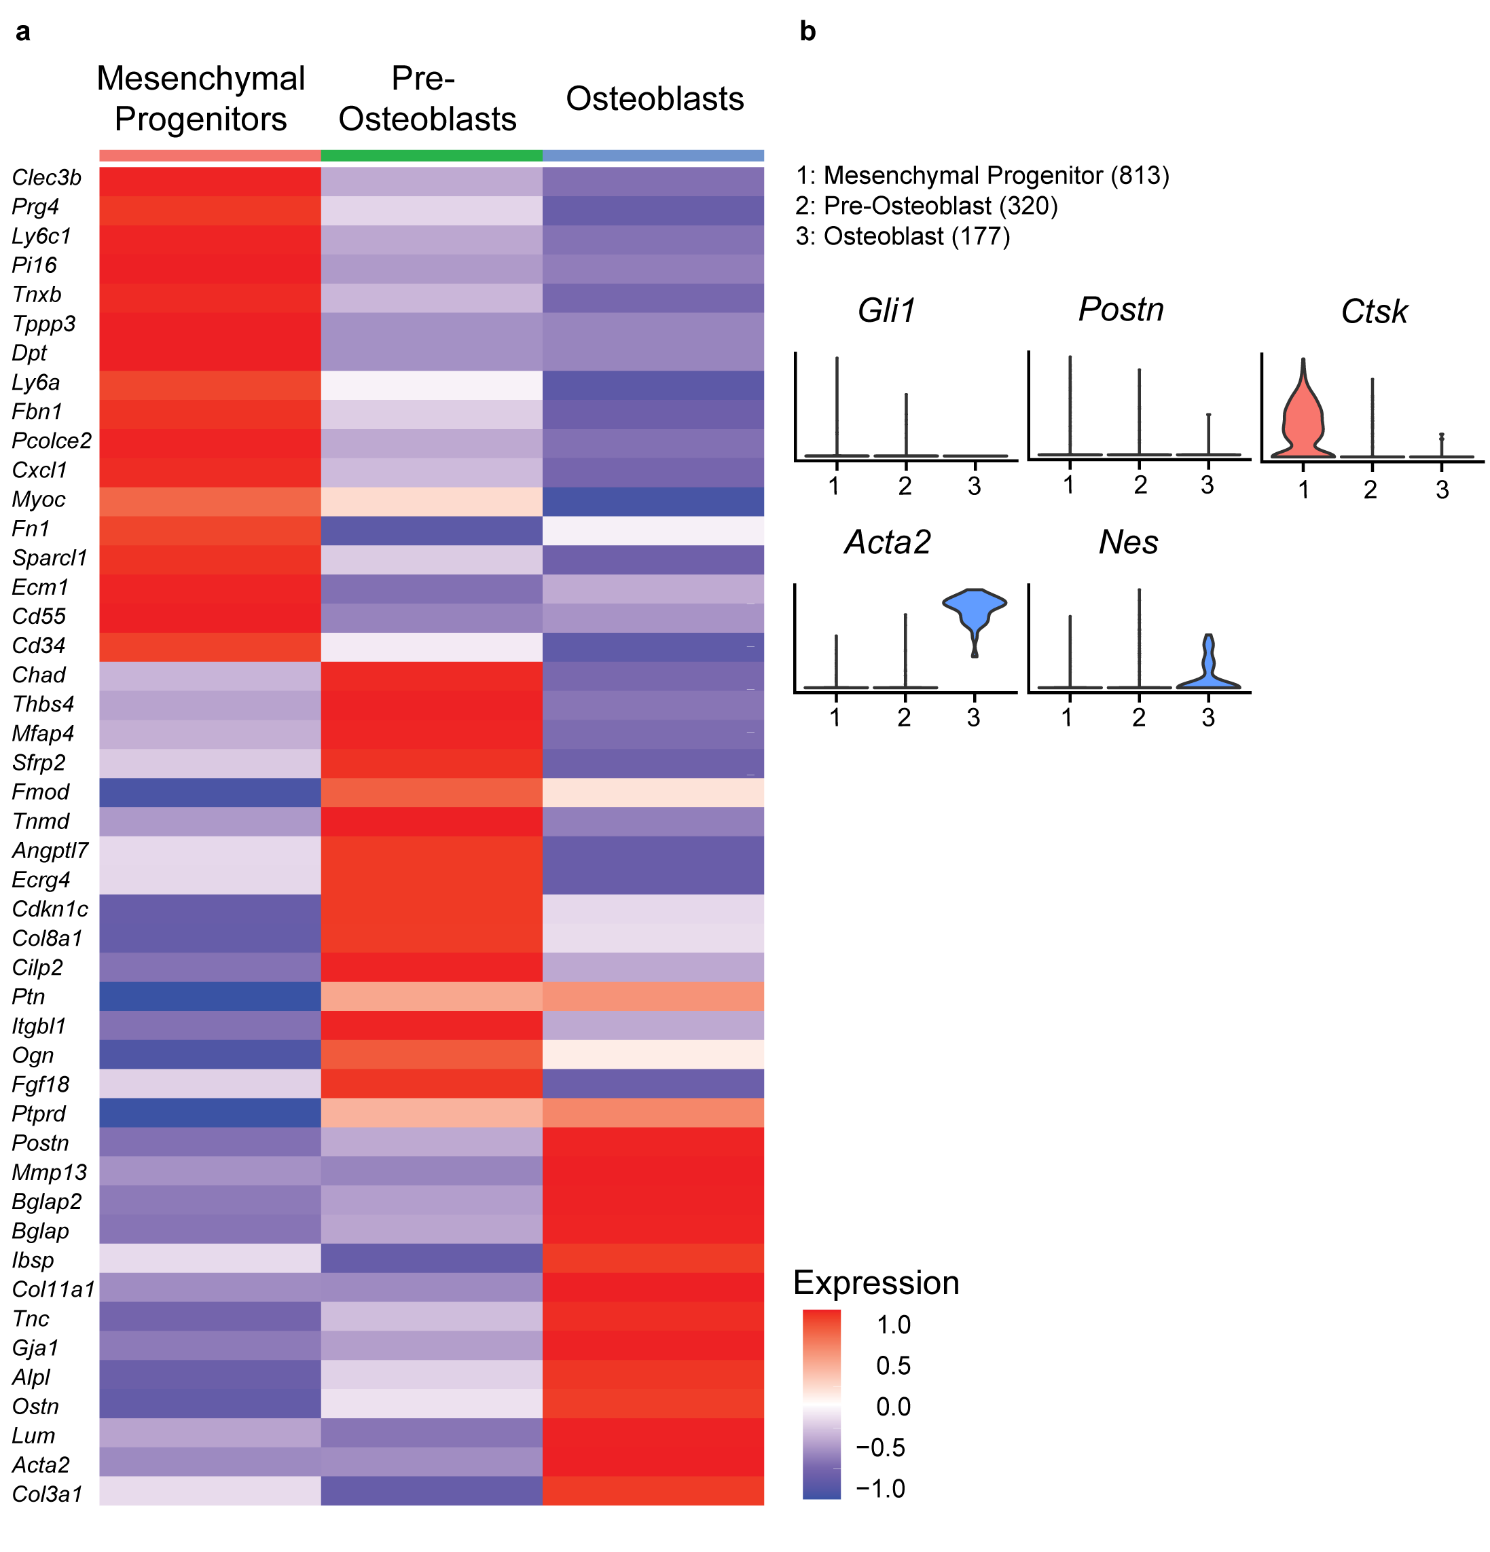

**Fig. S7. Mesenchymal cell subclusters DEGs.**

(**a**) Heatmap displaying top 14 DEGs within mesenchymal progenitors, pre-osteoblasts and osteoblasts clusters. (**b**) Violin plots showing the expression of characteristic periosteum cell markers within mesenchymal progenitors, pre-osteoblasts and osteoblast subclusters.

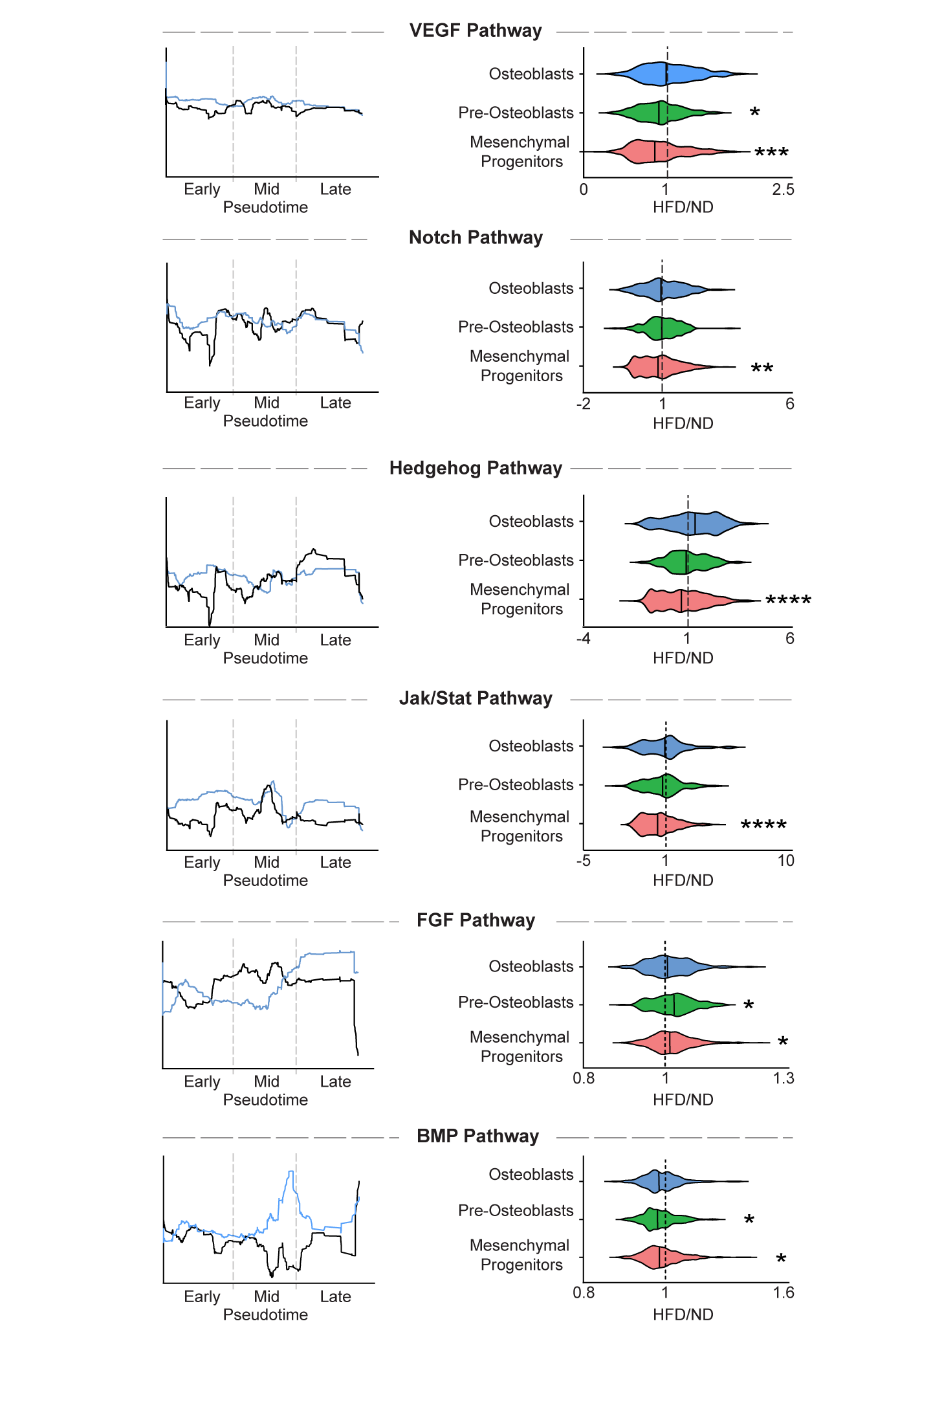

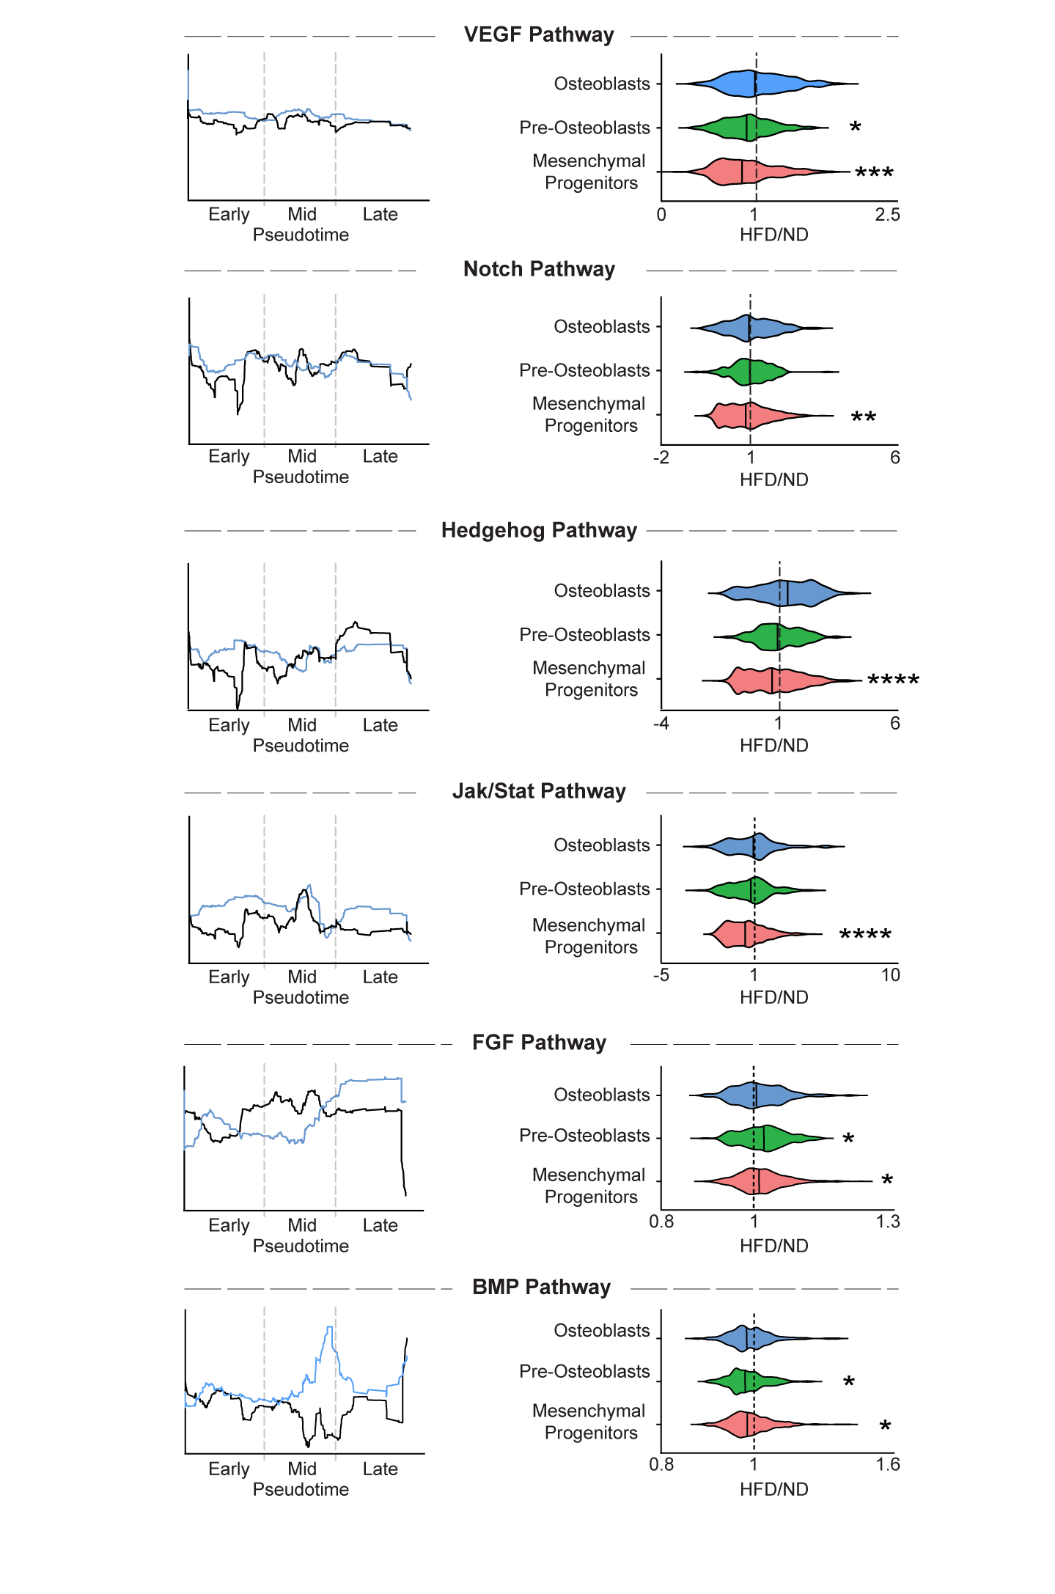

**Fig. S8. Additional pathways analysis.**

Linear graph analysis of dysregulated signaling pathways, including VEGF, Hedgehog, Notch, Jak/Stat, FGF and BMP signaling across pseudotime among ND (blue line) and HFD (black line) fed groups and module index scoring of mesenchymal cell subclusters. Dashed grey lines in module score graphs represent early, mid, and late pseudotime. Graphs represent average values ± 1 SD. Module scoring data was analyzed using the Kolmogorov-Smirnov test. **P*<0.05, ***P*<0.01, ****P*<0.001 and *****P*<0.0001 in comparison to ND control. 1,255 total mesenchymal cells analyzed.

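By diet, the mesenchymal-like subclusters were 61.0% HFD cells among progenitor-like cells (56.7 to 65.2), 62.1% among tenocyte-like (55.9 to 68.1) and 68.1% among osteoblast-like cells (60.9 to 74.7), against 62.2% of all mesenchymal-like cells.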

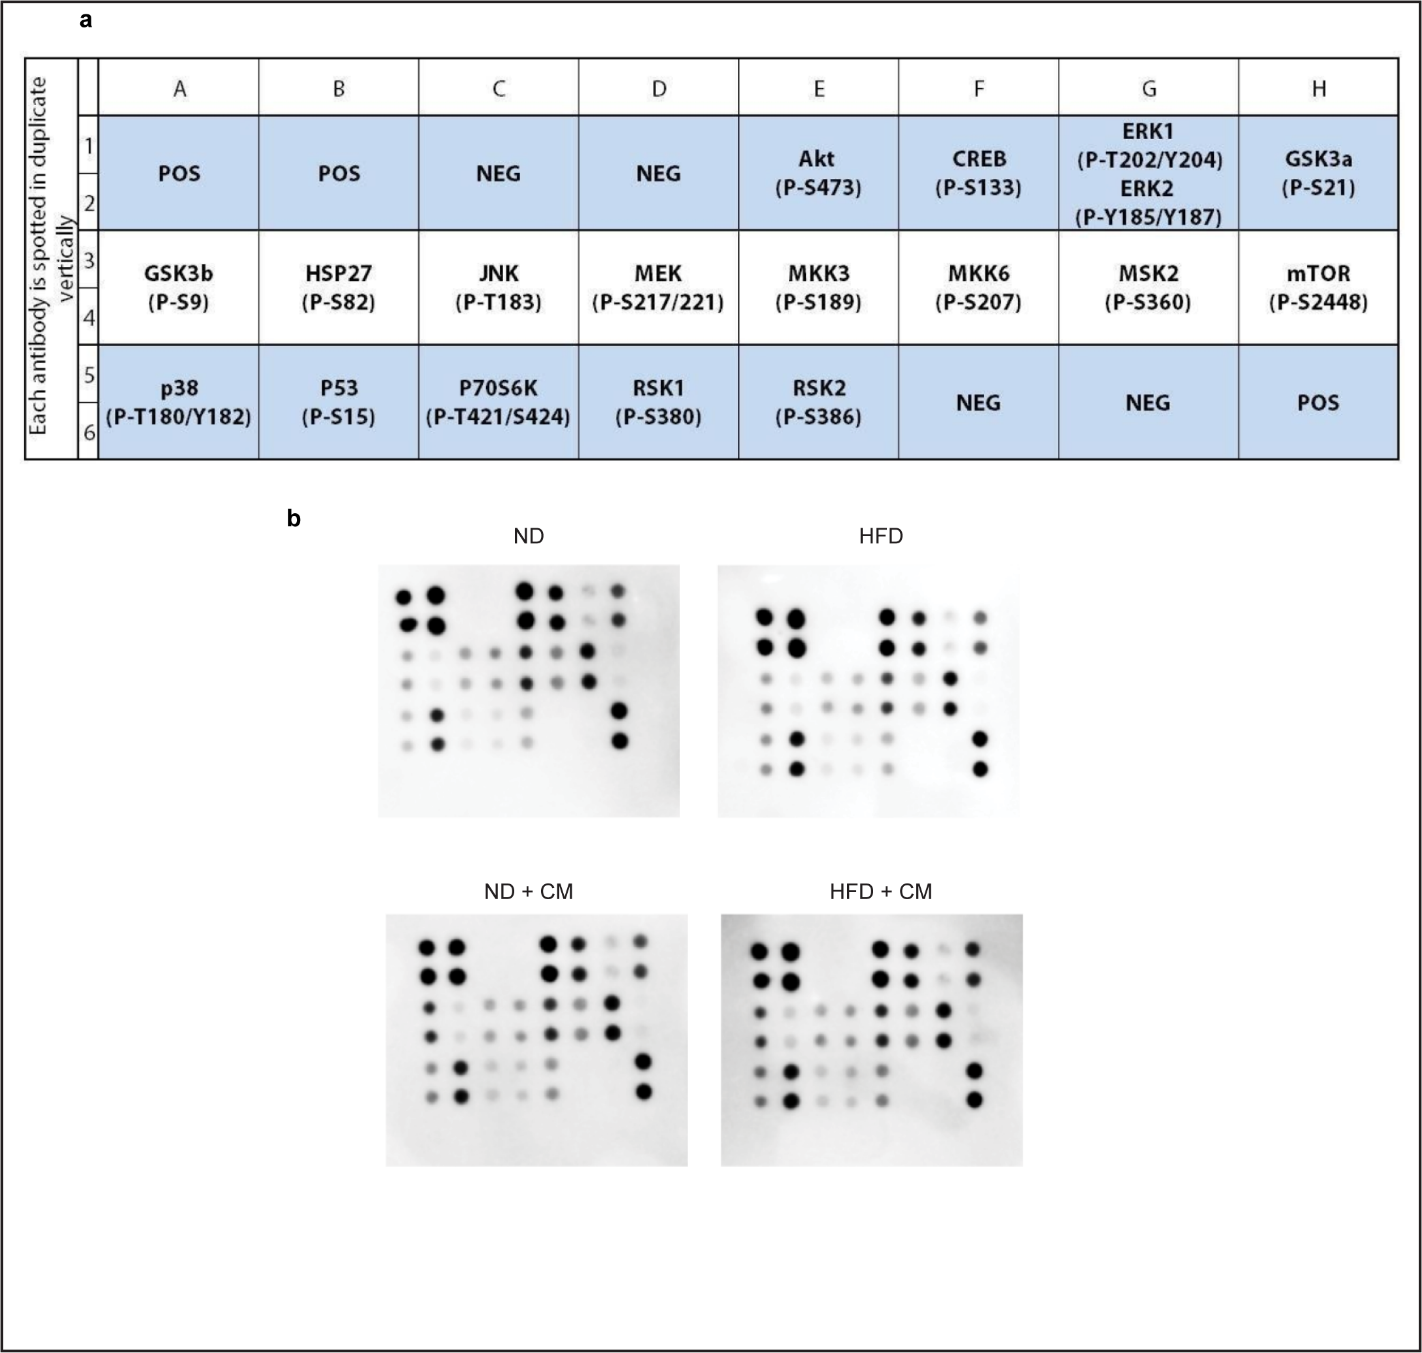
**Fig.** S9. MAPK phospho-protein array**.**

After 72 hrs of culture with or without neural CM treatment a MAPK phospho-protein array among ND and HFD derived periosteal cells. (**a**) MAPK signaling membrane map. (**b**) Developed chemiluminescent membranes for ND, HFD, ND+CM and HFD+CM conditions.

**Table S1. Antibodies used for immunohistochemistry.**

| **Antibody name** | **Manufacturer** | **Catalog #** | **Dilution ratio** |
| --- | --- | --- | --- |
| Anti-Tubulin beta 3 class III (TUBB3) | Abcam | AB18207 | 1:1,000 |
| Anti-Calcitonin Gene Related Peptide antibody (CGRP) | Sigma | C8198 | 1:200 |
| Anti-Tyrosine Hydroxylase Antibody (TH) | Sigma | AB152 | 1:1,000 |
| Anti- Protein gene product (PGP 9.5) | Abcam | ab108986 | 1:1,000 |

**Table S2. Quantitative PCR primers used.**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *GAPDH* | 5’-CTGGGCTACACTGAGCACC-3’ | 5’-AAGTGGTCGTTGAGGGCAATG-3’ |
| *RUNX2* | 5’-TGGTTACTGTCATGGCGGGTA-3’ | 5’-TCTCAGATCGTTGAACCTTGCTA-3’ |
| *ALPL* | 5’-CCAGAAAGACACCTTGACTGTGG-3’ | 5’-TCTTGTCCGTGTCGCTCACCAT-3’ |

|  | **Ct.Ar (mm^2^)** | | | **Ct.Pm (mm)** | | | | **Ct.Th (µm)** | | | **pMOI (mm^4^)** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Mean (SD) | | **% Δ** | Mean (SD) | | **% Δ** | Mean (SD) | | | **% Δ** | Mean (SD) | | **% Δ** |
|  | ND | HFD |  | ND | HFD |  | ND | | HFD |  | ND | HFD |  |
| **Femur** | 1.08 (0.06) | 0.95 (0.05) | **-11.96** | 10.04 (0.37) | 9.64 (0.33) | **-4.01** | 216.46 (13.25) | | 198.3 (6.98) | **-8.38** | 0.58 (0.06) | 0.49 (0.06) | **-16.32** |
| **Tibia** | 0.94 (0.09) | 0.75 (0.05) | **-19.27** | 8.23 (1.00) | 7.07 (0.22) | **-14.15** | 229.22 (11.41) | | 213.69 (9.21) | **-6.77** | 0.34 (0.10) | 0.21 (0.02) | **-38.60** |
| **Metatarsus** | 0.19 (0.01) | 0.11 (0.02) | **-42.54** | 3.02 (0.36) | 2.23 (0.29) | **-26.49** | 130.19 (4.67) | | 104.55 (6.10) | **-19.68** | 0.01 (0.003) | 0.003 (0.002) | **-64.77** |

**Table S3. Change of cortical bone architecture in femur, tibia, and metatarsus.** n = 6-8 per group. Absolute mean change was calculated by mean HFD value – mean ND value. Mean percentage change values were calculated by [(mean HFD value –mean ND value)/mean ND value] *100.

|  | **BV/TV (%)** | | | **Tb.Th (µm)** | | | **Tb.N  mm^-1^** | | | **Tb.Sp (µm)** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Mean (SD) | | **% Δ** | Mean (SD) | | **% Δ** | Mean (SD) | | **% Δ** | Mean (SD) | | **% Δ** |
|  | ND | HFD |  | ND | HFD |  | ND | HFD |  | ND | HFD |  |
| **Femur** | 22.33 (5.44) | 12.80 (2.65) | **-42.67** | 74.52 (6.84) | 65.98 (5.47) | **-11.45** | 2.97 (0.54) | 1.92 (0.29) | **-35.11** | 198.43 (18.46) | 213.86 (8.13) | **7.77** |
| **Tibia** | 24.23 (6.4) | 13.67 (4.97) | **-43.58** | 75.32 (6.54) | 63.90 (6.13) | **-15.16** | 3.18 (0.62) | 2.10 (0.55) | **-33.93** | 190.37 (24.27) | 219.09 (24.25) | **15.08** |
| **Metatarsus** | 49.39 (12.94) | 29.87 (8.40) | **-39.52** | 35.40 (3.43) | 28.81 (3.03) | **-18.59** | 14.86 (2.15) | 9.51 (2.80) | **-35.98** | 39.69 (2.42) | 46.33 (6.23) | **16.72** |

**Table S4. Change of trabecular bone microarchitecture in femur, tibia and metatarsus.** n = 8 per group. Absolute mean change was calculated by mean HFD value – mean ND value. Percentage change values were calculated by [(mean HFD value –mean ND value)/mean ND value] *100.

How the deposited data were processed for this re-analysis (not part of the article)

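Cells of the femoral and tibial periosteum of mice on ND or HFD were measured by droplet-based single-cell RNA sequencing, with 1 pooled library per diet. The authors made the deposited counts with Cell Ranger 6.0.1 (the version in the matrix header), by de-multiplexing, barcode processing, alignment and UMI counting, and the values are whole numbers of UMIs per gene and cell barcode without normalization. The genome build and annotation are not given in the sources used here, and gene symbols and identifiers were taken as the matrices list them. The matrices hold barcodes already called as cells, the shallowest with 500 UMIs in ND and 501 in HFD, to which no filter on detected genes or on mitochondrial UMIs had been applied. Samples were grouped by diet from their labels. All barcodes carry the same suffix, so that no cell could be assigned to a mouse, and neither sums per mouse nor a test between diets could be made. All values compare 2 libraries, and intervals cover counting error only.

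The libraries held 48558889 (ND) and 49940976 (HFD) UMIs. Among named cell classes the median depth per cell ranged from 3822 UMIs (B cell-like cells, HFD) to 30758 (hematopoietic progenitor-like cells, ND), and it was 10660 in ND and 9541.5 in HFD mesenchymal-like cells. A gene entered a list when it had at least 20 UMIs over both libraries in the class, which sets the precision of a single ratio, and the interval of a list's median was taken from 1000 Poisson draws of its counts. Shares of cells have exact Clopper-Pearson intervals and levels exact Poisson intervals (95%), except that a count of 0 was taken to allow up to 3 counts.

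Cells with more than 500 and fewer than 8000 detected genes and under 20% mitochondrial UMIs were kept, as in the methods of the paper. Doublets were called by Scrublet (as in scanpy 1.11.5) within each library and kept in the main setting. Both libraries were merged and clustered with Seurat 5.3.0 (SeuratObject 5.2.0, sctransform 0.4.2, R 4.3.3): SCTransform with regression of S and G2M scores, 30 principal components, Louvain clustering at resolution 0.5, and, for mesenchymal-like cells taken out and clustered again, resolution 0.2. The paper used an earlier version of Seurat. The text of the paper names neither a resolution nor an integration step, and none was used. A cluster took the name of the class whose markers, fixed beforehand, stood highest over the median of the clusters. A marker counted as detected with at least 20 UMIs and 2-fold the median level, after adding 10 UMIs per 1000000 to each level. Clusters stayed unnamed with fewer than 3 detected markers, with more markers of another class among their top 10 genes, with a very low median depth, or with most cells called doublets. These limits were set after the clusters were seen, and the unnamed clusters held 326 ND and 299 HFD cells (5.41% and 4.80% of kept cells).

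For each class and gene list, the log2 ratio of HFD over ND was computed per gene from summed UMIs with 0.5 added, and the median of the list was ranked among 10000 random lists of the same size matched on mean expression in 25 bins. The lists, fixed beforehand, were 14 module lists (stemness, proliferation, adipogenesis, osteoblastogenesis, mTOR, TGFβ, Wnt, MAPK, VEGF, Notch, Hedgehog, JAK-STAT, FGF and BMP), 10 term lists over all cells (ossification, angiogenesis, MAPK, VEGF, TGFβ, BMP, bone resorption, hypoxia, interferon response and immune response), a list of dissociation and immediate-early response genes, the target genes named by the paper for each niche, and sex chromosome genes. They are not the lists of the paper, which drew on KEGG pathways, the Hallmark library and earlier publications and whose text does not give their genes. The methods of the paper name AddModuleScore for pathway or module scores and the Escape package for those of signaling pathways, and Escape was not used here. Module scores of all lists were made with AddModuleScore (24 bins, 100 control genes) and summarised as means and SDs over cells. A rank score over the top 1500 genes of each cell served as an alternative. Pseudotime was diffusion pseudotime in scanpy (15 neighbours, 10 components). NicheNet and the DRG data were not used here, and receptors and target genes were counted in the ND library. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9.

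The genes named in the text were set by rule: every gene that the results text of the paper names for the periosteal data, the receptors of the ligands it names, the periosteal markers of Fig. S7b, and, over all mesenchymal-like cells, the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 200 UMIs. Values in the figures of the paper had been seen when this rule was written. Genes named as markers or leading genes of a cluster, and list members named as shared with another list, fall outside it.

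The computation of ratios, intervals, percentiles and thinning was tested on simulated counts drawn from the real means and depths, with 200 changed genes. For all kept cells (15994 genes), 99.5% of changed genes had the right sign, a list lowered by a log2 ratio of −0.50 was recovered at −0.48, and 4.50% of 200 unchanged lists lay beyond the limits of random lists. For mesenchymal-like cells (12628 genes) these values were 100%, −0.55 and 5%. Genes varied independently in these simulations and the unchanged lists were drawn at random, so that a share near 5% follows from the construction. The simulations test the computation. They cannot show how often a list of genes that vary together lies beyond the limits.

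Results were recomputed under 18 alternative settings fixed beforehand and 4 added later. The alternatives changed the filters on cells (more than 200 detected genes, under 10% mitochondrial UMIs, doublets removed), the clustering (resolutions of 0.25 and 1 for all cells and of 0.1 and 0.4 for mesenchymal-like cells, log-normalized counts with 2000 variable genes, immediate-early genes left out), and the depth (each cell thinned to 1000 UMIs). Others changed the scaling, the minimum number of UMIs per gene (100 or 1), the pseudocount (1), the summary of a list, the class weights and the division and ordering of pseudotime. The added settings used Reactome pathway lists (from fgsea 1.28.0), module scores on thinned cells, clustering without Spp1 and immediate-early genes, and equal weights for the mesenchymal-like subclusters. Negative regulation of angiogenesis, GMFB and L1CAM had no list, and the other experiments of the paper were not analysed here.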

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

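The tests of doublets and of blood or bone marrow cells below were both chosen only after the result was seen.

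Of the kept cells, 2011 in the ND library and 1915 in the HFD library were named as cell types outside the 6 clusters that the paper reports. B cell-like cells made up 25.2% of ND and 23.7% of HFD cells, hematopoietic progenitor-like cells 3.95% of ND and 3.17% of HFD cells, and NK cell-like cells 2.21% of ND and 1.74% of HFD cells. Mast cell- or basophil-like cells made up 0.796% of ND and 0.852% of HFD cells, dendritic cell-like cells 0.697% of ND and 0.900% of HFD cells, and erythroid-like cells 0.531% of ND and 0.402% of HFD cells. They were taken up because the paper does not report on them. Whether their shares differ between the diets was not tested, since there is 1 library per diet.

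Doublets as their source are argued against: 0.637% of their cells (17 in ND and 8 in HFD) were called doublets. Blood or bone marrow cells in the preparation stay open as a candidate source. There were 435 hematopoietic progenitor-like cells in both libraries, with Elane, Prtn3 and Mpo as leading genes, 238 in ND and 197 in HFD, and cells carried over from marrow cannot be told apart from cells residing in the periosteum, since their presence goes with both. An effect of diet on these classes was not tested.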

How the results depend on the processing

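Reactome pathway lists, module scores on cells thinned to 1000 UMIs, clustering without Spp1 and immediate-early genes, and equal weights for the mesenchymal-like subclusters were chosen only after the results were seen.

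A share or a list median was taken as unchanged when it stayed within its interval for counting error, a score difference when it kept its sign, and a count when it stayed within 1.5 times its value. By this measure the values under alternatives were unchanged in 6 of 6 for the number of cells kept, 67 of 72 for class shares, 32 of 34 for subcluster shares, 8 of 8 for receptor and target tallies, 88 of 110 for lists over all cells, 40 of 48 for proliferation by class, 410 of 465 for lists in the mesenchymal-like subclusters, 37 of 42 for module scores there, 102 of 126 for scores along pseudotime, 149 of 180 for the immediate-early and target gene lists, and 31 of 40 for the genes with the highest and lowest ratios. Of the last, the 9 that moved all did so with cells thinned and kept their sign. All 31 moved values of the immediate-early and target gene lists kept their sign too, and 18 of them came with cells thinned.

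Where a list median changed sign, it is named below if it also left its interval for counting error or if the list had lain beyond the limits of random lists, and such changes were not taken as unchanged. With the other changes of sign included, the sign of lists in the mesenchymal-like subclusters changed in 14 of 45 values with cells thinned, 15 of 33 with Reactome pathway lists, 6 of 45 with a minimum of 100 UMIs per gene and 4 of 45 with genes of 1 UMI included. It changed in 5 of 42 values without the dissociation and immediate-early response genes and 4 of 30 with subclusters from log-normalized counts. Changes were found in 1 of 45 with under 10% mitochondrial UMIs, 1 of 45 with another scaling, and 0 with 1 added to each count. With doublets removed no value could change, since no cell of these subclusters was called a doublet. The 45 values of that setting therefore count as unchanged above by construction. Of proliferation by class, 2 of 6 values changed sign with cells thinned.

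Several directions held under each setting run, rank scores included. The median ranged over 0.20 to 0.84 for ossification over all cells, over 0.071 to 0.53 for angiogenesis over all cells and over 0.21 to 0.24 for interferon response over all cells. That of dissociation and immediate-early response in progenitor-like cells ranged over −0.40 to −0.29. The mesenchymal-like share was 6.70 to 7.00% of ND and 10.6 to 11.1% of HFD cells, the endothelial-like share 1.92 to 2.11% and 3.70 to 3.89%, and the T cell-like share 4.52 to 4.98% and 3.22 to 3.50%.

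With each cell thinned to 1000 UMIs, more values moved than under any other setting, and the cause was not tested. Signs were read against 0, so that a changed sign need not differ from random lists. The thinned value of proliferation in progenitor-like cells lay in the middle of them. By the rule above, signs changed for proliferation in endothelial-like cells (−0.11), bone resorption over all cells (0.020), hypoxia over all cells (0.032), proliferation in progenitor-like cells (0.059), mTOR in progenitor-like cells (−0.19) and Notch in progenitor-like cells (−0.13). The sign also changed for BMP in progenitor-like cells (−0.17), mTOR in tenocyte-like cells (−0.15), TGFβ in tenocyte-like cells (−0.11), Wnt in tenocyte-like cells (−0.064), Hedgehog in tenocyte-like cells (−0.19) and JAK-STAT in tenocyte-like cells (−0.24). A change of sign was further found for stemness in osteoblast-like cells (−0.023), osteoblastogenesis in osteoblast-like cells (−0.19), TGFβ in osteoblast-like cells (−0.071) and Notch in osteoblast-like cells (−0.11). Values of unchanged sign moved beyond their interval for proliferation in pericyte-like cells (0.77), proliferation in neutrophil-like cells (−0.016), ossification over all cells (0.76), VEGF over all cells (0.15), BMP over all cells (0.32) and immune response over all cells (−0.10). Further values of this kind were proliferation over all cells (−0.046), osteoblastogenesis in progenitor-like cells (0.21), FGF in progenitor-like cells (0.23), dissociation and immediate-early response in progenitor-like cells (−0.40), osteoblastogenesis in tenocyte-like cells (−0.33) and MAPK in tenocyte-like cells (−0.25). Also beyond the interval were FGF in tenocyte-like cells (0.28), BMP in tenocyte-like cells (−0.28), mTOR in osteoblast-like cells (−0.55), MAPK in osteoblast-like cells (−0.31), VEGF in osteoblast-like cells (0.38) and BMP in osteoblast-like cells (−0.42).

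With the difference of mean rank scores in place of the median log2 ratio, signs differed, and the cause was not tested. The rank score difference had the other sign for proliferation in T cell-like cells (0.00191), MAPK over all cells (−0.00594), hypoxia over all cells (8.81e-05), stemness in progenitor-like cells (−0.00971), adipogenesis in progenitor-like cells (−0.00341) and mTOR in progenitor-like cells (−0.00546). The sign also changed for TGFβ in progenitor-like cells (−0.00367), BMP in progenitor-like cells (−0.00386), mTOR in tenocyte-like cells (−0.00287), VEGF in tenocyte-like cells (−0.00289), JAK-STAT in tenocyte-like cells (−0.00608) and stemness in osteoblast-like cells (−0.00313). A change of sign was further found for proliferation in osteoblast-like cells (−0.00282), osteoblastogenesis in osteoblast-like cells (−0.0152), TGFβ in osteoblast-like cells (−0.000585) and FGF in osteoblast-like cells (−0.000971).

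A minimum of 100 UMIs per gene leaves fewer genes in a list. By this rule it changed the sign of JAK-STAT in progenitor-like cells (0.029), stemness in osteoblast-like cells (−0.038), proliferation in osteoblast-like cells (−0.21) and FGF in osteoblast-like cells (−0.067). Values of unchanged sign moved for proliferation in pericyte-like cells (0.75) and BMP in tenocyte-like cells (−0.21).

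With genes of 1 UMI included, more genes enter and the cause of a change was not tested. By this rule the sign changed for stemness in osteoblast-like cells (−0.050). Values moved for proliferation in endothelial-like cells (0.52) and proliferation in pericyte-like cells (0.75).

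Lists without the dissociation and immediate-early response genes hold fewer genes. Signs changed by this rule for MAPK in progenitor-like cells (0.012), JAK-STAT in progenitor-like cells (0.017) and MAPK in osteoblast-like cells (0.092).

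With the Reactome pathway lists, other genes make up a list, and the cause of each change was not tested. The sign changed by this rule for proliferation in progenitor-like cells (0.012), BMP in tenocyte-like cells (0.030), adipogenesis in osteoblast-like cells (0.081), Hedgehog in osteoblast-like cells (−0.053) and BMP in osteoblast-like cells (0.11). Of these, proliferation in progenitor-like cells still lay under the limits of random lists, as with the list written beforehand. Values moved for Hedgehog in progenitor-like cells (0.018), mTOR in tenocyte-like cells (0.20) and Notch in tenocyte-like cells (0.014).

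With the same class weights in both libraries, 1 sign changed, which shows that it rests on the shares of the classes. The weights take out differences in these shares, but not in those of subclusters within a class. The sign was that of proliferation over all cells (0.023). Lower medians were found for ossification over all cells (0.34), angiogenesis over all cells (0.072), MAPK over all cells (0.012), VEGF over all cells (0.028), TGFβ over all cells (0.034) and BMP over all cells (0.058). With the same weights for the mesenchymal-like subclusters as well, no further sign changed. The sign differed again for proliferation over all cells (0.022). Medians then moved for ossification over all cells (0.20), angiogenesis over all cells (0.071), VEGF over all cells (0.029), TGFβ over all cells (0.032) and BMP over all cells (0.067).

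Shares moved with the clustering, and the cause was not tested for any of them. At a resolution of 0.25 these were the ND share of macrophage/monocyte-like cells (4.66%) and the HFD share of macrophage/monocyte-like cells (3.92%). At resolutions of 1 (all cells) and 0.4 (mesenchymal-like cells) they were the HFD share of macrophage/monocyte-like cells (7.70%) and the HFD share of progenitor-like cells among mesenchymal-like cells (40.0%). With log-normalized counts before clustering they were the ND share of neutrophil-like cells (37.5%) and the HFD share of neutrophil-like cells (36.4%). With Spp1 and immediate-early genes left out of clustering it was the HFD share of progenitor-like cells among mesenchymal-like cells (40.4%).

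Subclusters from log-normalized counts changed a sign by this rule, and the cause was not tested. It was that of JAK-STAT in progenitor-like cells (0.054).

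Leaving mitochondrial, ribosomal protein, hemoglobin and neutrophil marker genes out of the scaling moved a value, and the cause was not tested. This was proliferation in neutrophil-like cells (−0.015).

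Module scores on cells thinned to 1000 UMIs changed the sign of score differences, and the cause was not tested. They gave Notch score in progenitor-like cells (−0.00772), Wnt score in tenocyte-like cells (−0.0161), Notch score in tenocyte-like cells (−0.00378), Hedgehog score in tenocyte-like cells (−0.0112), stemness score in osteoblast-like cells (0.0125) and TGFβ score at mid pseudotime (−0.00609). The sign also changed for Wnt score at late pseudotime (−0.0282), Notch score at early pseudotime (−0.00807), Hedgehog score at mid pseudotime (−0.00460) and JAK-STAT score at late pseudotime (0.0600).

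Ordering by the first principal component changed the sign of score differences along pseudotime, and the cause was not tested. It gave proliferation score at late pseudotime (0.00141), adipogenesis score at mid pseudotime (0.00349), adipogenesis score at late pseudotime (−0.0115), osteoblastogenesis score at late pseudotime (−0.0311), mTOR score at late pseudotime (−0.0156) and TGFβ score at mid pseudotime (−0.00835). The sign also changed for TGFβ score at late pseudotime (−0.00318), MAPK score at late pseudotime (−0.0264), Hedgehog score at late pseudotime (0.000187), FGF score at mid pseudotime (−0.000983), BMP score at early pseudotime (0.00157) and BMP score at late pseudotime (−0.0423).

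Dividing pseudotime into parts with equal numbers of cells changed signs, mostly in the late part, which by range holds 4 ND cells, and the cause was not tested. It gave adipogenesis score at late pseudotime (−0.00717), osteoblastogenesis score at early pseudotime (−0.00672), osteoblastogenesis score at late pseudotime (−0.0167), mTOR score at late pseudotime (−0.0177), MAPK score at late pseudotime (−0.0199) and VEGF score at late pseudotime (−0.000714). The sign also changed for BMP score at late pseudotime (−0.0318).

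No paired analysis was possible because the cells are not assigned to mice in either library. For the same reason, leaving out each mouse in turn and a count model such as DESeq2 or edgeR with a replicate block were not run. Subclusters from log-normalized counts had no subcluster named tenocyte-like, so that no value was obtained for it under that setting.

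Depth limits the small classes most. Only 25 of 97 proliferation genes could be used in the 31 ND and 59 HFD pericyte-like cells, and 5 of 15 receptor genes of the immune ligands could be compared in the ND library. Thinned cells also leave fewer UMIs per gene.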

Differences from the paper's values

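No test of a cause was run for the differences below, and of the alternatives named here Reactome pathway lists and module scores on cells thinned to 1000 UMIs were chosen only after the values were seen.

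The paper counts 461 T cells in the ND library, and 281 ND cells were named T cell-like here. None of the alternatives set before the data were examined brings this within 1.5 times the paper's value: the number was 281 at a resolution of 0.25 and 281 at 1, 300 from log-normalized counts, 268 with doublets removed, 281 with under 10% mitochondrial UMIs and 284 with immediate-early genes left out of the clustering. T cell-like and NK cell-like ND cells together, a wider group than the paper's, numbered 414.

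The paper counts 813 mesenchymal progenitors over both diets, against 531 progenitor-like cells here. Among the alternatives set before the data were examined, a resolution of 0.1 gave 549, which is within 1.5 times the paper's number, while 456 at 0.4, 515 from log-normalized counts, 531 with doublets removed and 517 with under 10% mitochondrial UMIs were not. The paper's numbers for its 3 subclusters add up to 1310, whereas its legends give 1255 mesenchymal cells, and which of these numbers holds is not known here. With that total and the paper's other subclusters, 758 mesenchymal progenitors would be left, 1.43 times the number here and so within the limit.

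In the bars of Fig. 5a, read by eye, the gray part is about 32% of mesenchymal progenitors, about 39% of pre-osteoblasts and about 32% of osteoblasts, and the legend gives gray as HFD. HFD cells made up 61.0% of progenitor-like, 62.1% of tenocyte-like and 68.1% of osteoblast-like cells here. The alternatives set before the data were examined left this difference in place, with 58.8 to 61.6% for progenitor-like, 62.1 to 62.5% for tenocyte-like (no value from log-normalized counts) and 68 to 71.3% for osteoblast-like cells. Set beside the ND shares here, 39.0, 37.9 and 31.9%, the gray parts lie within 1.5 times under each of these settings. The paper counts 434 ND mesenchymal cells, and about 820 HFD ones were read from its figure. HFD cells were thus the larger part in the paper as well. This argues against gray as HFD, under which they would be the smaller part of every subcluster.

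The paper gives ossification, angiogenesis, MAPK, VEGF and TGFβ as higher in ND over all cells (Fig. S6e). Here the medians were higher in HFD, at 0.83, 0.52, 0.030, 0.073 and 0.17. All values in this comparison cover all kept cells, a wider group than the 6 clusters that the paper reports. They were not computed over the 6 classes alone. Other summaries of MAPK over all cells were lower in HFD, as in the paper: the module score difference (−0.0223, and −0.0203 with cells thinned), the difference of mean rank scores (−0.00594) and the summed level (16829 UPM in ND and 13120 in HFD). The summed level of VEGF was 2649 and 2639 UPM, with overlapping intervals. The paper gives bone resorption, hypoxia and cellular immune response as higher in HFD, against medians of −0.052, −0.017 and −0.021 here. With cells thinned, bone resorption over all cells (0.020) and hypoxia over all cells (0.032) were higher in HFD, as were the rank score difference (8.81e-05 for hypoxia over all cells) and the module score difference of hypoxia (0.00228, and 0.00344 with cells thinned). For immune response the summed level was higher in HFD, 48084 against 45245 UPM, while the score difference (−0.0252) was lower.

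The paper gives a lower proliferation score under HFD in pericytes, T cells and mesenchymal cells (Fig. S6d). The score differences here, HFD minus ND, were 0.00308 in pericyte-like, 0.00434 in T cell-like and −0.00285 in mesenchymal-like cells, so that the last goes the paper's way. So do the T cell-like median (−0.036) and the T cell-like score at 1000 UMIs per cell (−0.00128), while no setting gave a lower value in pericyte-like cells. Over all kept cells, a wider group, the median (−0.11) and the score difference (−0.00884) of proliferation were lower in HFD. With the same class weights in both libraries, however, the median of proliferation over all cells was 0.023 (percentile 66.5), within the limits of random lists. Outside the 6 classes of the paper, the median was −0.17 (percentile 0) in hematopoietic progenitor-like cells but 0.17 (100) in B cell-like and 0.40 (100) in NK cell-like cells. With doublets removed, the median of proliferation in mesenchymal-like cells was −0.070, a change that rests on the 1 ND and 1 HFD cell called doublets there.

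For the scores of Fig. 5 and Fig. S8 the paper used a Kolmogorov-Smirnov test that took cells as replicates, and no test was made here. The methods of the paper name the Escape package for the scores of signaling pathways, whereas all module scores here came from AddModuleScore. Stemness is higher in ND in the paper (Fig. 5d). The list median in progenitor-like cells was 0.081, while the score difference (−0.0151) and the rank score difference for stemness in progenitor-like cells (−0.00971) were lower in HFD. The paper gives adipogenesis as higher in HFD across pseudotime and in mesenchymal progenitors (Fig. 5f). Here the score differences were −0.00278 in progenitor-like cells, −0.000558 early and −0.0127 mid. Higher in HFD were the progenitor-like median (0.044), the late score (0.0305) and the mid score along the first principal component (0.00349). The late score rests on 4 ND cells and was −0.00717 with parts of equal cell number and −0.0115 along the first principal component. The paper gives similar osteoblastogenesis scores until late pseudotime and from the late part proposes impaired terminal osteoblast maturation under HFD (Fig. 5g). The late difference was 0.180 here, but −0.0167 with parts of equal cell number and −0.0311 along the first principal component. In those settings the mid differences were −0.0331 and −0.0266, so that the scores already differed before the late part.

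The paper gives mTOR, TGFβ and Wnt as lower under HFD in early pseudotime and in mesenchymal progenitors (Fig. 5h-j). The progenitor-like medians were 0.036, 0.014 and 0.15, while the scores of mTOR (−0.0114) and TGFβ (−0.00347) were lower. The median for mTOR in progenitor-like cells was also lower with cells thinned (−0.19) and with the Reactome list (−0.034). The Wnt score was higher in HFD in progenitor-like cells (0.0107) and in early pseudotime (0.00858), and no setting gave a lower value there. MAPK is the most changed pathway in the paper, lower across pseudotime and in each subcluster (Fig. 5k). Its score difference was the farthest from 0 of 14 lists in progenitor-like cells but not in the other subclusters, and it was 0.0103 in late pseudotime, against −0.0199 with parts of equal cell number and −0.0264 along the first principal component.

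Notch is lower under HFD in early pseudotime and Hedgehog in early and late pseudotime in the text of the paper, and both are lower in mesenchymal progenitors in the subcluster plots of Fig. S8. In progenitor-like cells here they were higher, with medians of 0.20 and 0.19 and score differences of 0.00962 and 0.00914, and in early pseudotime the differences were 0.0104 and 0.0107. For Notch in progenitor-like cells the thinned median (−0.13) and score difference (−0.00772) were lower, as was the thinned early score difference (−0.00807 for Notch score at early pseudotime). For Hedgehog, the late score difference was lower, at −0.0284, as it was with parts of equal cell number (−0.00334), but not along the first principal component (0.000187). The lower values go with the text of the paper, whereas in the pseudotime plot of Fig. S8 the black line, given as HFD in the legend, lies above the blue line in most of the late part. FGF falls early and late under HFD in the text of the paper. The score differences were 0.00602 early and 0.0581 late, and no setting gave a lower value for either. In the subcluster plot of Fig. S8 FGF is higher under HFD in mesenchymal progenitors, and so was the score here (0.00787).

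The paper names its second mesenchymal subcluster pre-osteoblasts, by Ly6a, Runx2 and Lepr (Fig. 5c). The subcluster between progenitor-like and osteoblast-like cells in median pseudotime here was named tenocyte-like, with 7 detected tenocyte markers, of which Tnmd, Thbs4, Fmod, Chad and Cilp2 had been seen in Fig. S7a when the marker list was written. Of the 3 subclusters Lepr was highest there, at 79.5 UPM, as in the paper. Runx2 was at 64.2 UPM there and at 179 in osteoblast-like cells. The paper defines its osteoblasts by Runx2 as well, so that this order is not a difference from its text.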

Other observations

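The tests of handling, of a few cells, of the shares of subclusters and free RNA behind the ossification list and behind hemoglobin RNA, and of immediate-early genes in the clustering were chosen only after the result was seen.

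The dissociation and immediate-early response genes were lower in HFD in progenitor-like cells (median log2 ratio −0.31, −0.34 to −0.27) and over all cells (−0.43, −0.47 to −0.42). Depth per cell as the cause is argued against by thinning, after which dissociation and immediate-early response in progenitor-like cells stood at −0.40 (percentile 0). Free RNA as the whole cause is argued against as well. The level of the list fell by 9460 UMIs per 1000000 (UPM; at least 8951 by counting error), from 49511 to 40051, which is more than the whole level in ND erythroid-like cells (8017, up to 8256), the class with the lowest level. The list lay below the limits of random lists in 12 of 12 named classes at full depth, from −0.26 in NK cell-like cells to −0.74 in mast cell- or basophil-like cells. With cells thinned, the value of dissociation and immediate-early response in NK cell-like cells (−0.12, percentile 5.84) and that of dissociation and immediate-early response in erythroid-like cells (−0.14, percentile 33.3) lay within the limits, the latter also with at least 100 UMIs per gene (−0.019, percentile 60.4). A candidate explanation is a difference in handling between the 2 preparations. It cannot be told apart from an effect of diet, which stays open untested, because each diet is 1 preparation.

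The MAPK list holds 12 of these genes, and they are a candidate explanation for the lower MAPK score in progenitor-like cells: without them 22.9% of the score difference was left. For the median of MAPK in progenitor-like cells the test left it open. It was 0.012 over 96 of 108 genes, against −0.041 for all, and its percentile went from 0.21 to 6.98, within the limits by a small margin.

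The target genes that the paper's prediction assigns to DRG ligands overlap the immediate-early list in 13 of 15 genes for the stromal/vascular niche and 9 of 13 for the immune niche. Between diets, which the paper's prediction does not cover, the stromal/vascular target list had medians of −0.32, −0.44 and −0.61 in progenitor-, tenocyte- and osteoblast-like cells, and the immune target list −0.24, −0.55 and −0.61. Without the shared genes, DRG ligand targets (stromal) in progenitor-like cells had −0.21, percentile 8.85, and DRG ligand targets (immune) in progenitor-like cells had −0.020, percentile 34.6, both within the limits of random lists and resting on few genes.

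For the ossification list over all cells, higher in HFD, the share of mesenchymal-like cells as the whole cause is argued against by equal class weights, under which ossification over all cells was still 0.34 (0.30 to 0.39; percentile 100). Within these cells the osteoblast-like share was 14.7% in ND and 19.1% in HFD, with overlapping intervals. With the subclusters given equal weights as well, the median was 0.20 (0.15 to 0.24; percentile 100), which argues against the shares of classes and subclusters together as the whole cause. Without such weights it was 0.83. Free RNA as the whole cause is argued against by a rise of 2976 UPM (at least 2939 by counting error), where the whole level in HFD B cell-like cells, which should lack these RNAs, was 172 (up to 181). Of 32 genes, 23 rose by more than their level there beyond counting error. Free RNA is a candidate explanation for a part of the rise, since the median in B cell-like cells was 1.05 (percentile 100), over 15 genes with 520 ND and 1231 HFD UMIs. This ratio does not show how large that part is, and shares and free RNA acting together stay open. Of genes abundant in osteoblast-like cells, B cell-like cells held 121 in ND and 208 in HFD UMIs of Spp1 and 9 and 19 of Bglap, whereas Alpl had 54 and 37. Osteoblast-like cells numbered 60 in ND and 128 in HFD. An effect of diet was not tested.

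Over all mesenchymal-like cells, 6573 genes had at least 200 UMIs. The lowest log2 ratios of HFD over ND were those of Mpo (−2.20), Snorc (−2.08), Chil3 (−2.05), Wfdc17 (−1.57) and Ngp (−1.50), and the highest those of Hba-a1 (3.15), Hbb-bt (3.14), Cox4i2 (2.95), Chodl (2.89) and Spp1 (2.63). They were spread unevenly over the subclusters. In progenitor-like cells, UMIs of Mpo numbered 136 in ND and 23 in HFD, those of Cox4i2 2 in ND and 1 in HFD, and those of Snorc 0 in both libraries. In tenocyte-like cells, UMIs of Chodl numbered 16 in ND and 199 in HFD. The paper reports none of these genes as changed by diet in its text. Subclusters left unnamed held much of some genes. Of 7164 ND UMIs of Ngp, 173, 1323 and 79 were in progenitor-, tenocyte- and osteoblast-like cells, and of 159 ND UMIs of Snorc, 0, 1 and 0. The larger unnamed subcluster (40 ND and 45 HFD cells) was led by Col2a1 and Cytl1 together with the neutrophil genes Retnlg, S100a9 and Ngp.

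Spp1 was higher in HFD osteoblast-like cells (2.43) and lower in progenitor-like (−0.38) and tenocyte-like cells (−1.08). Depth is argued against by thinning, with 2.47 (2.18 to 2.79), and free RNA by a rise of 9137 UPM (from 2082 to 11219) where HFD B cell-like cells had 27.3. A few cells as the cause stay open. The 5 of 60 ND and 11 of 128 HFD cells richest in Spp1, the same share of each library, held 85.4% and 94.6% of its UMIs. Without them the ratio was 1.06 (0.82 to 1.32; 165 and 673 UMIs left), so that a few cells cannot be told apart from a wider rise: the limit set for this test, a log2 ratio of 1, lies within the interval. A difference between the preparations or in which osteoblast-like cells were captured, and an effect of diet, stay open untested, since there is 1 library per diet.

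Hemoglobin RNA in progenitor-like cells was higher in HFD, with Hba-a1 UMIs of 37 in ND and 757 in HFD. Without the richest 5 of 207 ND and 8 of 324 HFD cells, again the same share, which held 27.0% and 89.7% of these UMIs, the ratio was 1.05 (0.42 to 1.76; 27 and 78 UMIs left), so that a few cells cannot be told apart from a wider rise at this depth. Free RNA as the whole cause is argued against by a rise of 224 UPM (at least 201 by counting error) where HFD B cell-like cells, which should lack this RNA, had 57.1 (up to 62.7). For the part left without the richest cells free RNA is a candidate explanation, since Hba-a1 had a ratio of 0.99 (0.75 to 1.23) in B cell-like cells, and 1.07 in neutrophil-like and 0.89 in endothelial-like cells. For Ngp, a neutrophil gene, the fall in tenocyte-like cells (UMIs of 1323 in ND and 172 in HFD) may come from a few cells: the richest 5 of 97 ND and 8 of 159 HFD cells held 95.8% of ND and 22.7% of HFD UMIs, and without them the ratio was 0.64 (0.18 to 1.12). An effect of diet was not tested for either.

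Of 29 clusters, 3 had over 70% of their cells from the ND library, a limit set after the clusters were seen: a neutrophil-like cluster (94.4% ND cells), a macrophage/monocyte-like cluster led by Hspa1a (76.4%) and a T cell-like cluster (72.4%). Next were a B cell-like cluster led by Hspa1b (68.2%) and an unnamed cluster mostly of doublets (65.4%). With immediate-early and heat-shock genes left out of the clustering, none of 26 clusters lay over this limit, the highest ND share being 60.4% (32 ND and 21 HFD cells). These genes are thus a candidate explanation for the separation of these clusters, with handling and diet behind the genes themselves open as above.

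Unnamed clusters held 214 ND and 163 HFD cells of low depth (median 1446 UMIs), 78 and 118 cells nearest to macrophages, and 34 and 18 cells of which 45 were called doublets.

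The interferon response list, higher over all cells, had medians of 0.20 (percentile 98.8) in progenitor-like and 0.24 (98.9) in tenocyte-like cells but −0.63 (0) in osteoblast-like cells, where 22 genes had enough UMIs. Whether these differ between subclusters was not tested. As a check on the libraries, Xist had 6 UMIs in ND and 3 in HFD over all cells, Ddx3y had 3077 and 3181, and the list of sex chromosome genes had a median of 0.12 (percentile 83), within the limits.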
